# Strategies towards Improved Feed Efficiency in Pigs Comprise Molecular Shifts in Hepatic Lipid and Carbohydrate Metabolism

**DOI:** 10.3390/ijms18081674

**Published:** 2017-08-01

**Authors:** Henry Reyer, Michael Oster, Elizabeth Magowan, Dirk Dannenberger, Siriluck Ponsuksili, Klaus Wimmers

**Keywords:** feed efficiency, gene expression, lipid metabolism, liver, nutrient utilization, resource efficiency

## Abstract

Due to the central role of liver tissue in partitioning and metabolizing of nutrients, molecular liver-specific alterations are of considerable interest to characterize an efficient conversion and usage of feed in livestock. To deduce tissue-specific and systemic effects on nutrient metabolism and feed efficiency (FE) twenty-four animals with extreme phenotypes regarding residual feed intake (RFI) were analyzed. Transcriptome and fatty acid profiles of liver tissue were complemented with measurements on blood parameters and thyroid hormone levels. Based on 803 differentially-abundant probe sets between low- and high-FE animals, canonical pathways like integrin signaling and lipid and carbohydrate metabolism, were shown to be affected. Molecular alterations of lipid metabolism show a pattern of a reduced hepatic usage of fatty acids in high-FE animals. Complementary analyses at the systemic level exclusively pointed to increased circulating triglycerides which were, however, accompanied by considerably lower concentrations of saturated and polyunsaturated fatty acids in the liver of high-FE pigs. These results are in accordance with altered muscle-to-fat ratios usually ascribed to FE animals. It is concluded that strategies to improve FE might favor a metabolic shift from energy storage towards energy utilization and mobilization.

## 1. Introduction

The efficient usage of resources is a major concern in agri-food production. It has been shown that feed efficiency (FE) of pigs is largely influenced by husbandry environment including dietary composition and dietary energy concentration [1,2]. Moreover, animal-intrinsic factors play an important role in improvement of FE. This is reflected by considerable improvement of FE due to the implementation of genetic information in breeding programs over the last decades [3]. However, recent genetic analyses still revealed moderate heritabilities for most common FE measurements indicating a substantial genetic potential for further improvement [4]. Indeed, the estimated heritability for complex traits indicating FE like feed conversion ratio (FCR; ratio of feed intake and weight gain) and residual feed intake (RFI; used as a metric for FE, which gives the differences between actual and predicted feed intake) ranged between 0.3 and 0.4 in three different pig breeds, analyzed in a recent study [4]. In the same study, the analyses of genetic parameters of FE-related traits showed strong correlations between both FE traits (RFI and FCR) and daily feed intake. Accordingly, FE is dependent on systemic processes, which primarily rely on (i) the regulation of appetite via the hypothalamus and gut hormones, (ii) absorption processes in the intestine, (iii) partitioning and metabolizing of nutrients in the liver, and (iv) accumulating both muscle and adipose tissue to increase gain in body mass. Specifically, the liver plays a prominent and central role regarding the quantitative and qualitative utilization of absorbed nutrients, including storage, de-novo synthesis, and recycling of nutritive components. Macronutrients like carbohydrates and proteins are metabolized in the liver ensuring a homeostatic maintenance of the nutrient ratio in the peripheral blood. Therefore, the liver is able to store nutrients for later release into the blood (e.g., triacylglycerols), but also has synthesis capacities (e.g., ketone bodies). Lipids primarily bypass the porcine liver [5]. Nevertheless, a considerable hepatic influx of lipids is expected to occur due to the high caloric diet of finishing pigs [6,7]. Adaptation to variable nutrient levels is ensured via the interrelated metabolic routes comprising hepatic lipid, carbohydrate, and protein utilization. There is an increasing body of evidence that the genetic selection towards FE in pigs employs an array of molecular mechanisms, which mainly rely on the routes to utilize macronutrients [8,9] and provoke a direct molecular response at the level of the liver [10]. Indeed, characteristics of lipid metabolism such as lipid and fatty acid profiles [11,12], enzyme activities [13], and associated transcript abundances [11,14,15,16] have been reported to be altered in FE-divergent animals. Consistently, previous studies have suggested that FE classification is related to the processing of carbohydrates [14,17]. The consequences of improved FE on the protein metabolism of the pig are ambiguous but need further investigations due to environmental implications [11,18,19].

Complementary analysis at the phenotypic level showed that high-FE pigs tended to have less body and intramuscular fat and higher lean meat percentage [20,21]. However, there are still many knowledge gaps about the underlying host-based molecular mechanisms. Hence, the critical and central role of hepatocytes regarding both nutrient partitioning and health aspects (e.g., detoxification, oxidative stress) has to be further investigated in FE-divergent animals as suggested previously [22]. The goal of this study was to determine whether hepatic phenotypic traits and hepatic expression profiles reflect FE traits in pigs. Hence, the analyses comprise performance traits, fatty acid concentrations, and transcript abundances deduced from liver tissue of RFI-divergent full-sib pigs.

## 2. Results

The current study investigated growth performance, physiological parameters, and hormones, as well as hepatic fatty acid concentration and hepatic transcript abundance, in pigs divergent in their RFI.

### 2.1. Affected Phenotypic Traits Due to Residual Feed Intake (RFI) Classification

Due to FE measurements and subsequent RFI classification, high-FE animals showed significantly (*p* < 0.05) decreased average daily feed intake (ADFI) and decreased FCR when compared to low-FE animals (Table 1). Moreover, high-FE animals exhibited a significantly increased liver weight. Body weight, average daily weight gain (ADG), and backfat measurements were unaltered between the experimental groups.

Regarding the physiological blood parameters, high-FE animals showed significantly increased triglyceride concentrations in serum when compared to low-FE animals. Parameters reflecting liver function and metabolism such as albumin, glucose, gamma-glutamyl transferase (GGT), glutamate pyruvate transaminase (GPT), glutamate oxaloacetate transaminase (GOT), urea, lactate dehydrogenase (LDH), total cholesterol, and total protein, remained unaltered by FE classification. Moreover, the measured serum T3 and T4 levels did not differ significantly between the experimental groups.

The fatty acid contents of liver tissue are shown in Table 2. Decreased pig liver fat contents were observed in the high-FE group compared to the low-FE group (2.36% vs. 2.57%). This is predominantly based on significantly higher single and sum concentrations of saturated fatty acids (SFA; C16:0 and C18:0) and polyunsaturated fatty acids (PUFA; C18:2 *n*-6, C18:3 *n*-6, C20:2 *n*-6, C20:5 *n*-3, and C22:5 *n*-3) in low-FE animals. In particular, both sum concentrations of *n*-3 PUFA and *n*-6 PUFA were altered between the FE-divergent groups. Single and sum concentrations of monounsaturated fatty acids (MUFA) were unaffected in liver tissue.

### 2.2. Hepatic Gene Expression Pattern

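Liver RNA from 12 pigs, sampled at day 140, was hybridized to the Affymetrix snowball array, 1 array per pig. The sample labels give 6 pigs as low RFI and 6 as high RFI, with 3 males and 3 females in each class. In the paper, low RFI stands for high FE. Single pigs are named by P and the number in their sample label. The labels name neither litter nor sibling, so pairs did not enter the model. For the extraction, the paper gives TRI reagent and a NucleoSpin column, and the labels give Qiazol and an RNeasy column. For the target preparation, the paper gives the WT Plus kit, and the labels give the Ambion WT kit. The authors read the arrays with GCOS 1.1.1 and normalized them by RMA in R 3.2.3. The deposited values are log2 intensities of 47845 probe sets, from 0.39 to 14.26, with array medians from 3.48 to 3.53. Their precision is limited by the number of arrays. From these values, probe sets in the lowest 10% of SD over all pigs, or in the highest 10% of SD within either class, were left out. The methods leave open over which probe sets these percentiles are taken, and here all were taken over the whole array. This reading replaced another after results had been seen. The rest were compared between the RFI classes by limma, and differential expression was called at a q-value under 0.30. Genes were named from the platform annotation, which gives 13755 symbols for 26426 probe sets. Of the 21419 without such a name, those that Table S1 names took its name, and the rest stayed unnamed here. Means are given with their SD over the pigs of a class, and differences are those of pigs labelled low RFI minus pigs labelled high RFI. By the labels, these differences run opposite to the direction given in the paper. An SE is that of limma, which moderates the variance over probe sets, so it depends on the filter on SD. It can be smaller than the SD of the pigs implies. For SNOWBALL_000034 of FYN, it was 0.15 with the filter and 0.17 without it.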

The *snowball* microarray covers 47,845 probe sets, which correspond to 25,024 annotated genes. The initial analyses as described above identified 36,473 probe sets (~76%) for further analysis resulting in 15,486 annotated genes used for further analysis. 

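The filter on SD kept 35844 probe sets (74.9%), which named 11956 genes in the platform annotation, and left out 12001. Among those left out were highly variable probe sets of liver metabolism. SCD, which desaturates fatty acids, had a mean log2 value of 8.77 ± 1.41 (SD, n = 6) in pigs labelled low RFI and 9.59 ± 1.18 (SD, n = 6) in pigs labelled high RFI. PCK1, an enzyme of gluconeogenesis singled out after its values were seen, had 11.15 ± 0.55 and 9.16 ± 2.03 through its brightest probe set. The brightest probe sets of FASN and INSR were left out as well, while dimmer ones of these genes and of PCK1 were kept. Other readings of the percentiles, chosen after seeing the data, kept between 34878 and 40706 probe sets.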

Transcriptional differences were pronounced due to effects mediated by FE classification. 

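The first principal component, with 14.8% of the variance, placed 5 of the 6 pigs labelled high RFI at scores from 7.77 to 40.05 and all 6 pigs labelled low RFI between -37.54 and -8.72. Pig P317, labelled high RFI, lay among the latter at -28.15. Across probe sets, which are not independent replicates, the median correlation of arrays was 0.981 within classes and 0.980 between them. In limma, 0 probe sets differed between the sexes (2112 at an unadjusted p under 0.05), and 0 showed an interaction of sex and RFI class (1652 at an unadjusted p under 0.05). As each class holds both sexes, the filter on SD within classes leaves out probe sets that differ strongly by sex, so these counts say little about sex. Without the filter, 19 probe sets differed between the sexes, among them HSD17B2, an enzyme of steroid hormone inactivation singled out after its values were seen, with 8.90 in females and 4.26 in males, which the filter had left out. The background probe sets with a GC count of 17 to 24, which match no transcript, averaged 6.56 ± 0.08 (SD, n = 6) in pigs labelled low RFI and 6.69 ± 0.11 (SD, n = 6) in pigs labelled high RFI. This range was chosen after seeing which background probe sets differed. Those with a GC count of 3 to 16 differed by -0.02 on average, and those with 25 by -0.12 to 0.08. The range has no sharp lower edge. Probe sets with a GC count of 16 differed by -0.126 to -0.085, close to those with 17, at -0.171 to -0.093.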

Expression profiling in liver tissue revealed 803 transcripts, which showed significantly altered mRNA abundances between the experimental groups (Table S1). 

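Between the RFI classes, 952 probe sets were differentially expressed at q under 0.30, of which 587 were higher and 365 lower in pigs labelled low RFI (the paper gives the opposite direction). The changes of these kept probe sets were small, from 1.25-fold to 2.13-fold with a median of 1.35-fold, and 86 exceeded 1.5-fold. Among the genes with the largest increases, CREBRF, a regulator of the transcription factor CREB3, had a log2 value of 4.17 ± 0.43 (SD, n = 6) in pigs labelled low RFI and 3.37 ± 0.40 (SD, n = 6) in pigs labelled high RFI. This is a log2 difference of 0.80 (SE 0.16, q = 0.0163 from limma), called in 5 of 12 fits that left out 1 pig each. TBC1D15, a regulator of vesicle traffic, differed by 0.74 (q = 0.00787). Among the largest decreases, RNF43, a ubiquitin ligase that restrains Wnt signaling, had 5.52 ± 0.24 and 6.32 ± 0.42, a difference of -0.80 (SE 0.15, q = 0.00787). TBL3 differed by -0.71 (q = 0.0153), SYBU by -0.70 (q = 0.0146), the atypical cadherin CELSR1 by -0.69 (q = 0.0192), and the potassium channel KCNK5 by -0.64 (q = 0.0365), with pig P309 apart from its class at 4.78. The probe set SNOWBALL_030212 of HADH differed by -0.70 (q = 0.0291), while SNOWBALL_011823 of the same gene differed by 0.03 and was left out by the filter. In each of these genes, all 6 pigs labelled low RFI lay on the same side of the mean of the other class. Without the filter on SD, limma called 15 probe sets by the q-value and 0 at a Benjamini-Hochberg adjusted p under 0.05, with 3490 at an unadjusted p under 0.05. These 15 reached 4.05-fold, in a probe set of RNF125, named after its values were seen. With the background of GC-rich probe sets as a covariate, chosen after seeing the data, 39 were called. The count was 557 without pig P302, 488 without pig P303, 564 without pig P304, 3543 without pig P317 and 1742 without pig P324.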

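Genes of integrin signaling, which links cells to the matrix, changed in both directions between the RFI classes. Of 32 kept members of a list of the pathway, 3 were higher and 2 lower in pigs labelled low RFI at q under 0.30 (the paper gives the opposite direction), and 7 were higher and 4 lower at a p under 0.30 when adjusted over the list alone, the threshold of all such counts. The integrin-linked kinase ILK, through the probe set of the paper, had 5.74 ± 0.23 and 6.23 ± 0.18 (SD, n = 6 per class), a log2 difference of -0.49 (SE 0.13, q = 0.0856 from limma). In ephrin A signaling, 3 of 16 members were higher and 1 lower, and 5 were higher and 3 lower when adjusted over the list alone. The protease ADAM10, which cleaves ephrins, differed by 0.46 (q = 0.139), with pig P324 apart from its class at 4.13, and the receptor EPHA5 by -0.37 (q = 0.270), called in 6 of 12 fits that left out 1 pig each. Among 21 regulators of adipogenesis, 5 were higher and 0 lower in limma (6 and 0 at an unadjusted p under 0.05), and 7 were higher and 1 lower when adjusted over the list alone. They included the clock transcription factor CLOCK, with a difference of 0.72 (q = 0.00787), and the deacetylase HDAC2, with 0.39 (q = 0.204). BMPR2, a receptor of bone morphogenetic proteins named by the paper, differed by 0.57 (q = 0.0765), with this sign in 3 of its 7 probe sets and a lowest difference of -0.26. In insulin receptor signaling, 4 of 24 members were higher and 0 lower in limma (5 and 1 at an unadjusted p under 0.05), and 5 were higher and 1 lower when adjusted over the list alone. These lists hold genes that the study had picked on the same pigs, 13 for integrin, 6 for ephrin A, 8 for adipogenesis and 9 for insulin, so they are not independent evidence. Compared with all other genes by camera, their adjusted p was 0.768, 0.476, 0.0545 and 0.0545, and with an estimated correlation the adjusted p was 0.860, 0.807, 0.364 and 0.486. None of the genes named here was past q under 0.30 without the filter on SD.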

Via integrating gene ontology information, the set of transcripts was used to apply a pathway analysis (threshold: *p* < 0.01), which revealed an FE-dependent enrichment of integrin signaling, ephrin A signaling, adipogenesis pathway, and insulin receptor signaling (Table 3). 

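Among the genes that the paper lists under carbohydrate metabolism (Table 4), TXNIP, an inhibitor of glucose uptake, had the largest difference between the RFI classes. Its log2 value was 9.91 ± 0.41 (SD, n = 6) in pigs labelled low RFI and 9.10 ± 0.30 (SD, n = 6) in pigs labelled high RFI, with pig P318 apart from the latter at 9.66. The difference was 0.81 (SE 0.15, q = 0.00809 from limma), and the paper gives the opposite direction. GNAS, the stimulatory G protein subunit that glucagon acts through, had 4.89 ± 0.41 and 5.61 ± 0.39, a difference of -0.73 (SE 0.16, q = 0.0282), with pig P307 apart at 4.10 and a call kept in 5 of 12 fits that left out 1 pig each. DPP4, the peptidase that degrades incretins, differed by 0.54 (q = 0.137), LIFR, the receptor of leukemia inhibitory factor, by 0.42 (q = 0.184), the isocitrate dehydrogenase IDH1 by 0.46 (q = 0.168) and the histone demethylase KDM3A by 0.55 (q = 0.0565), with pig P318 apart at 8.71 in IDH1 and pig P310 apart at 4.31 in KDM3A. Of the 23 genes the paper assigns to the quantity of carbohydrate (Table 4), 14 were higher and 7 lower in pigs labelled low RFI at q under 0.30, and of the 17 assigned to its uptake, 9 were higher and 5 lower. These genes had been picked on the same pigs and are not independent evidence. Of the 6 kept genes of gluconeogenesis, 0 were called in limma (1 higher at an unadjusted p under 0.05), and 3 were higher when adjusted over the list alone. The list of 12 genes, without the filter on SD, was higher in pigs labelled low RFI by camera (adjusted p = 0.00281), with an adjusted p = 0.364 with an estimated correlation, and it was not shifted among kept probe sets alone. G6PC, which releases glucose from the liver and was singled out after its values were seen, had 12.43 ± 0.82 and 11.19 ± 1.03 and was left out by the filter. By sex, its mean was 12.48 in females and 11.15 in males. Without the filter, none of the genes named here was past q under 0.30.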

Enriched bio-functions of “carbohydrate metabolism” revealed the uptake, oxidation, and quantity of carbohydrates as altered between FE-divergent pigs (Table 4). 

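SC5D, a desaturase of late sterol synthesis that the paper lists under the quantity of carbohydrate (Table 4), had a log2 value of 9.89 ± 0.27 (SD, n = 6) in pigs labelled low RFI and 9.47 ± 0.27 (SD, n = 6) in pigs labelled high RFI. This is a difference of 0.43 (SE 0.14, q = 0.202 from limma), and the paper gives the opposite direction. Of the 13 genes assigned to the synthesis of steroid, 9 were higher and 3 lower in pigs labelled low RFI at q under 0.30. Of the 14 genes assigned to the concentration of fatty acid, 10 were higher and 3 lower, and of the 15 assigned to that of triacylglycerol, 9 were higher and 4 lower. The paper picked them on the same pigs, so they are not independent evidence. In a list of sterol synthesis, 1 of 10 kept members, SQLE, was higher, and 4 were higher when adjusted over the list alone. The other three were FDFT1 with a difference of 0.33, CYP51A1 with 0.33 and MSMO1 with 0.37, named after their values were seen. The list's camera adjusted p was 0.0545, and 0.807 with an estimated correlation. Of 12 genes of triglyceride synthesis and secretion, 0 were called in limma (0 at an unadjusted p under 0.05), and 2 were higher and 3 lower only at a p under 0.30 when adjusted over the list alone. SC5D was not past q under 0.30 without the filter on SD.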

Regarding the ‘lipid metabolism’ theme, differentially abundant transcripts were found to be involved in the hepatic steroid metabolism and the altered concentration of fatty acids in liver tissue. 

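SLC1A4, a transporter of alanine, serine and other small neutral amino acids, had a log2 value of 6.04 ± 0.29 (SD, n = 6) in pigs labelled low RFI and 5.31 ± 0.34 (SD, n = 6) in pigs labelled high RFI. This is a difference of 0.73 (SE 0.14, q = 0.0136 from limma), and the paper gives the opposite direction. All 6 pigs labelled low RFI lay above the mean of the other class. SLC3A2, the heavy chain that carries several transporters of large neutral amino acids to the membrane, had 6.73 ± 0.28 and 7.20 ± 0.41, a difference of -0.47 (SE 0.15, q = 0.197), with the same sign in 3 of its 4 probe sets and a difference of 0.54 in the other. Of 9 amino acid transporters kept through their brightest probe set, these were the only ones called, 1 higher and 1 lower, and 3 were higher and 2 lower when adjusted over the list alone. SLC7A9 and SLC38A4, the latter named after its values were seen, were each called through a dimmer probe set and not counted there, because their brightest was left out by the filter. The list holds 3 genes that the study had picked on the same pigs. Neither gene was past q under 0.30 without the filter on SD, and the call of SLC3A2 was kept in 6 of 12 fits that left out 1 pig each.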

Exclusively, the “transport of neutral amino acid” bio-function was significantly enriched in the “amino acid metabolism” theme. Gene annotations for the most significantly FE-associated probe sets pointed to *SQLE*, *FYN*, and *SLC7A9* (Table S1). Moreover, genes involved in cell interaction like *CLDN3*, *ITGA1*, and *ITGA5* and the regulation of carbohydrate metabolism, like *PDK2*, were among the differentially-expressed genes.

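SQLE, which oxidizes squalene in sterol synthesis, was higher in pigs labelled low RFI through all 3 of its probe sets (the paper gives the opposite direction for each gene here). SNOWBALL_000764 had a log2 value of 9.70 ± 0.25 (SD, n = 6) and 8.84 ± 0.29 (SD, n = 6) in pigs labelled low and high RFI, a difference of 0.86 (SE 0.14, q = 0.00171 from limma). SNOWBALL_000763 showed the largest fold among all calls, 2.13, with a difference of 1.09 (SE 0.14, q = 1.9e-05), and SNOWBALL_023165 differed by 0.75 (SE 0.14, q = 0.0121). FYN, a tyrosine kinase of the Src family, had 4.91 ± 0.25 and 4.04 ± 0.40, a difference of 0.87 (SE 0.15, q = 0.00321), and each pig labelled low RFI lay above each pig labelled high RFI. SLC7A9, the light chain of a transporter of cystine and basic amino acids, was lower through SNOWBALL_021042, with 4.78 ± 0.41 and 5.36 ± 0.42, a difference of -0.58 (SE 0.16, q = 0.112), called in 6 of 12 fits that left out 1 pig each. The probe set SNOWBALL_026778 of the same gene had 4.96 ± 0.31 and 5.86 ± 0.43, a difference of -0.90, and was left out by the filter on SD. Without the filter, SQLE was past the threshold through SNOWBALL_000763 (q = 0.0968) and SNOWBALL_000764 (q = 0.228), but not through SNOWBALL_023165 (q = 0.438). FYN (q = 0.374) and SLC7A9 were not past it.

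**Figure D1:**
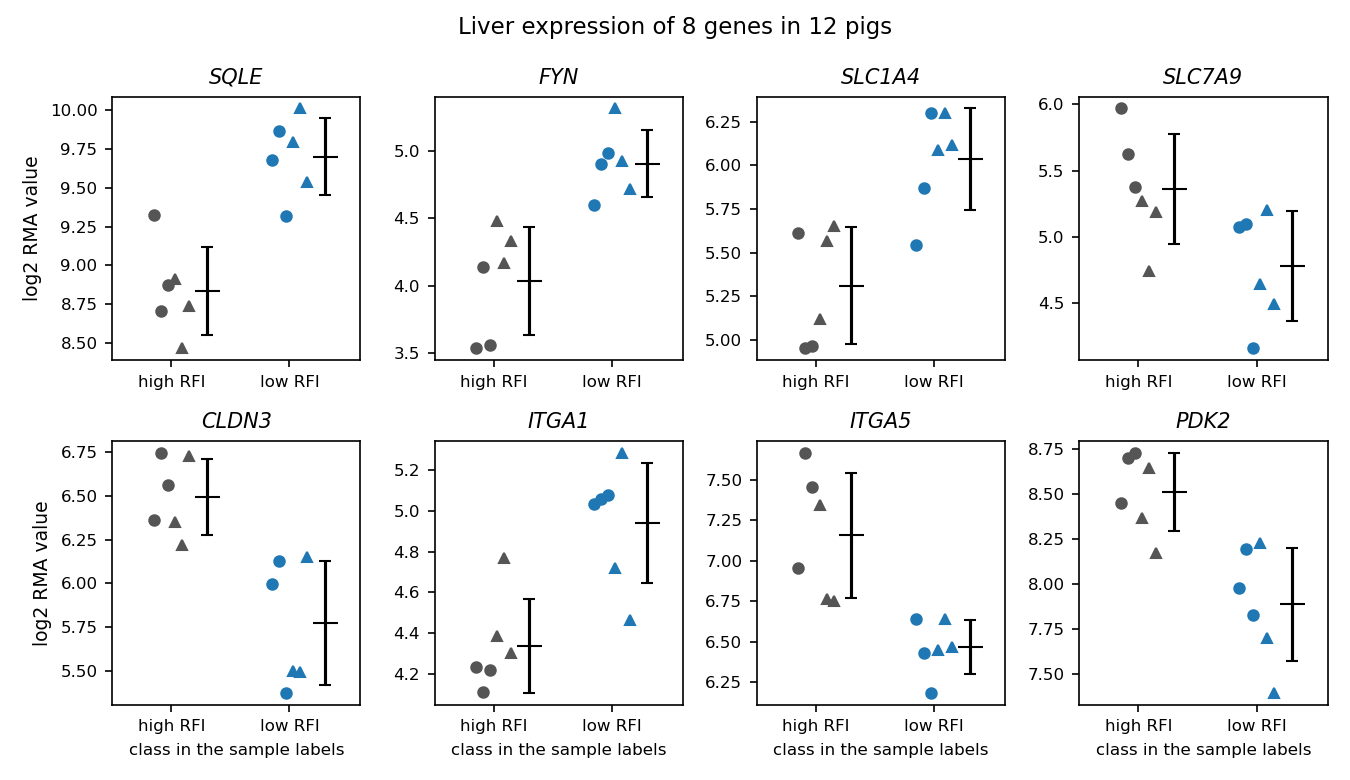
Log2 RMA values of 8 genes in the liver of 12 pigs by the RFI class of the sample labels. Circles are males, triangles females, and bars show the mean and SD of 6 pigs. The values of FYN lie between 4.60 and 5.31 in pigs labelled low RFI and between 3.54 and 4.48 in pigs labelled high RFI.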

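CLDN3, a claudin of tight junctions, and the fibronectin receptor subunit ITGA5 were lower in pigs labelled low RFI, while the collagen receptor subunit ITGA1 was higher (the paper gives the opposite direction for each). CLDN3 had a log2 value of 5.77 ± 0.35 (SD, n = 6) and 6.49 ± 0.22 (SD, n = 6) in pigs labelled low and high RFI, a difference of -0.72 (SE 0.14, q = 0.0136 from limma). For ITGA5, the values were 6.47 ± 0.17 and 7.16 ± 0.39, a difference of -0.69 (SE 0.14, q = 0.0175), and 0.10 through the other probe set. Through the called probe sets of both genes, the classes did not overlap. ITGA1 had 4.94 ± 0.29 and 4.34 ± 0.23, a difference of 0.60 (SE 0.14, q = 0.0309), and a difference of 0.52 (SE 0.14, q = 0.0916) through SNOWBALL_034579. PDK2, a kinase that inhibits pyruvate dehydrogenase, was 1.54-fold lower (q = 0.0282). In a list of cell junctions, with 1 probe set per gene, 0 of 15 members were called in limma (1 lower at an unadjusted p under 0.05), and 1, CLDN5, named after its values were seen, was lower when adjusted over the list alone. There CLDN3 stood for SNOWBALL_022899, its brightest probe set, with a difference of -0.25. The q-value was 0.438 for CLDN3, ITGA1, ITGA5 and PDK2 without the filter on SD.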

### 2.3. Verification of Microarray Results

To verify differences in mRNA abundance of selected transcripts, the results obtained via microarray and quantitative real-time PCR (RT-qPCR) were analyzed (Table 5). Both the similarity of fold changes (FC) and correlations of expression values between the two systems suggest reliable results. 

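On the arrays, 4 of the 5 probe sets that the paper set beside RT-qPCR were differentially expressed at q under 0.30. The paper had picked them on the same pigs, so these calls are not independent evidence. NR1H4, SLC1A4 and SQLE were higher and ITGA5 lower in pigs labelled low RFI, each opposite to the direction in the paper. The probe set of SLC7A9 was left out by the filter on SD and had an unfiltered q of 0.438, while q was 0.0101 with the class percentiles taken after the first step, a reading chosen after seeing the data. Of the 4 calls, only that of SQLE (q = 0.228) was kept without the filter. The housekeeping gene RPL32 had a log2 value of 8.08 ± 0.15 (SD, n = 6) in pigs labelled low RFI and 8.03 ± 0.12 (SD, n = 6) in pigs labelled high RFI, and its difference lay between -0.01 and 0.07 when 1 pig at a time was left out. RPL10, the other reference, had 3.79 ± 1.30 and 3.13 ± 1.87 through its brighter probe set, a difference smaller than the spread between pigs. The RT-qPCR values were not used here.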

Spearman rank correlation coefficients ranged from 0.69 to 0.94. Taken together, the RT-qPCR results indicate reproducibility of both the microarray data and subsequent statistical analyses.

## 3. Discussion

This study clearly shows that full-sib pigs differ considerably in their FE traits as expressed by RFI, ADFI, and FCR values. Similar differences have been reported in selection experiments based on RFI values as well as in extensively phenotyped animal populations [13,14,23].

### 3.1. Fatty Acid Concentrations in Feed Efficiency (FE)-Divergent Pigs

Animals classified as highly feed efficient have proven to be leaner [17,24], which is indicated by increased muscle to fat ratio. This implies alterations of corresponding metabolic processes [8,17]. In this study backfat thickness was unaffected by experimental group at day 140, which is different from previous reports [14,16]. However, considerable alterations of fatty acid concentrations were found in liver tissue. Overall, pigs classified as high-FE exhibited less hepatic fat content than their low-FE counterparts, which was predominantly based on significantly decreased concentrations of long-chain SFA such as C16:0 and C18:0 and PUFA like C18:2*n*-6 and C20:5*n*-3. The observed effects were consistent among these fatty acids with higher levels in low-FE pigs. Odd-chain fatty acids (i.e., C13:0 and C15:0), which were more prominent in the high-FE group, are discussed as biomarkers for dietary food intake and play a yet unclear role in metabolism [25]. Importantly, a part of saturated fatty acids (C16:0, C18:0) and all PUFAs are known to be de novo synthesized, which primarily takes place in adipose and muscle tissues in pigs [5,26]. Thus, results of this study provide evidence for altered usage of SFA and PUFA in the liver. This could be either driven by decreased incorporation of fatty acids in lipid bilayers of hepatocytes or reduced uptake/storage of fatty acids in the liver of high-FE pigs. Interestingly, the serum level of triglycerides was significantly increased in high-FE animals, thus supporting the latter hypotheses of higher mobilization rates of fatty acids. The FE-divergent pigs showed unaffected transcript abundances of genes involved in lipogenesis such as fatty acid synthase (*FASN*), stearoyl-CoA desaturase (*SCD*), ATP citrate lyase (*ACLY*), acetyl-CoA carboxylases (*ACACA*, *ACACB*), sterol regulatory element-binding protein (*SREBP-1c*), and fatty acid elongases (*ELOVL1*, *ELOVL3*, *ELOVL5*, *ELOVL7*). 

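None of the 10 lipogenic genes named by the paper was called through its brightest probe set, and 9 of them had a lower and 1 a higher mean in pigs labelled low RFI (the paper gives the opposite direction for its changed genes). In limma, 0 of the 5 genes kept by the filter passed q under 0.30, and 0 had an unadjusted p under 0.05. The count was also 0 when adjusted over the list alone. FASN, which builds palmitate, had through its brightest probe set a log2 value of 9.97 ± 0.53 (SD, n = 6) in pigs labelled low RFI and 10.51 ± 0.67 (SD, n = 6) in pigs labelled high RFI, a difference of -0.54. The stearoyl-CoA desaturase SCD differed by -0.83. Both were left out by the filter for their SD and were not past the threshold without it (q = 0.644 and 0.704). ACACB differed by 0.15 (q = 0.673), with pig P308 apart from its class at 3.45, and ELOVL1 by 0.00 (q = 0.851), with a change of sign when arrays were centred or normalized again. SREBF1, which encodes SREBP-1c, was lower through each of its 4 probe sets, by -0.27 to -1.05, and the dimmer SNOWBALL_020913 was called, with 6.27 ± 0.28 and 6.69 ± 0.33 (difference -0.42, SE 0.14, q = 0.245). This call was kept in 6 of 12 fits that left out 1 pig each, and ended without the filter.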

Expression levels of genes, known to be involved in fatty acid transport, like cluster determinant 36 (*CD36*), fatty acid transport proteins, and fatty acid binding proteins, did also not differ significantly between FE-divergent groups. 

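In the list of fatty acid transport, 0 of 8 kept genes were called between the RFI classes in limma (1 higher at an unadjusted p under 0.05), and 1 was higher when adjusted over the list alone. That gene was CD36, a scavenger receptor that takes up fatty acids. It had a log2 value of 2.73 ± 0.20 (SD, n = 6) in pigs labelled low RFI and 2.40 ± 0.17 (SD, n = 6) in pigs labelled high RFI, a difference of 0.33 (SE 0.13, q = 0.317). Its value lies near the lower end of the array's range, and 6 of its 8 probe sets had the same sign. FABP1, the fatty acid binding protein of hepatocytes, had 9.34 ± 0.71 and 9.76 ± 0.35 and was left out by the filter on SD. The transport protein SLC27A5 differed by -0.11 (q = 0.722), SLC27A4 by -0.05 (q = 0.803) and SLC27A3 by -0.25 (q = 0.579), with pig P308 apart from its class at 4.10. By camera, the list had an adjusted p of 0.734, and 0.807 with an estimated correlation.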

Interestingly, apolipoprotein A2 (*APOA2*), which is known to be a major high-density lipoprotein (HDL) particle was found to be differentially expressed between groups at a nominal significance level (*p* = 0.028). 

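APOA2 had a log2 value of 12.16 ± 0.39 (SD, n = 6) in pigs labelled low RFI and 12.51 ± 0.27 (SD, n = 6) in pigs labelled high RFI, with 4 of the 6 pigs labelled low RFI below the mean of the other class. The log2 difference was -0.34 (SE 0.15, unadjusted p = 0.0241, q = 0.405 from limma). It did not pass q under 0.30, and without the filter on SD the unadjusted p was 0.0706. A dimmer probe set of APOA2, left out by the filter, differed by -0.68. In the list of apolipoproteins, 0 of 6 kept genes were called in limma (1 lower at an unadjusted p under 0.05, APOA2 itself), and the same 1 was lower when adjusted over the list alone. By camera, the list had an adjusted p of 0.786, and 0.860 with an estimated correlation.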

*APOA2* is proposed as a candidate gene affecting fatty acid composition, albeit results were deduced from adipose tissue [27]. 

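SIRT1, a deacetylase that acts on regulators of lipid oxidation, had a log2 value of 5.75 ± 0.26 (SD, n = 6) in pigs labelled low RFI and 5.25 ± 0.38 (SD, n = 6) in pigs labelled high RFI. The difference was 0.50 (SE 0.15, q = 0.139 from limma), and the paper gives the opposite direction. NR1H4, the bile acid receptor FXR, had 8.26 ± 0.19 and 7.83 ± 0.22, a difference of 0.43 (SE 0.13, q = 0.160). For both genes, all 6 pigs labelled low RFI lay above the mean of the other class. Of 6 kept genes of bile acid synthesis and transport, NR1H4 was the only one called, 1 higher and 0 lower in limma (1 and 0 at an unadjusted p under 0.05), and the same 1 was higher when adjusted over the list alone. CYP7A1, the first enzyme of bile acid synthesis, differed by -0.58 and NR0B2, a target of FXR, by -0.53. Both were chosen after their values were seen and left out by the filter, with an unfiltered q of 0.732 and 0.696. By camera, the bile acid list had an adjusted p of 0.697, and 0.818 with an estimated correlation. Without the filter on SD, q was 0.529 for SIRT1 and 0.484 for NR1H4.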

Expression of transcripts associated with hepatic lipid metabolism and utilization like *SIRT1*, *NR1H4*, and *SQLE* differed significantly between experimental groups. *SIRT1* is involved in the regulation of lipid metabolism via cross-talk with the LKV1/AMPK signaling pathway [28]. Consequently, the lower abundance of *SIRT1* in high-FE animals might lead to reduced hepatic fatty acid oxidation compared to low-FE pigs, and eventually results in the development of hepatic steatosis under high-fat diets [29]. However, the integration of expression profiles provide no hints for altered inflammatory processes related to FE status at the level of the liver. Both *NR1H4* and *SQLE* are involved in bile acid metabolism. 

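Of 18 kept genes of inflammatory signaling, 3 were higher and 1 was lower in pigs labelled low RFI at q under 0.30 (the paper gives the opposite direction for its changed genes), and 4 were higher and 1 lower when adjusted over the list alone. REL, a subunit of NF-kB, had a log2 value of 4.56 ± 0.18 (SD, n = 6) and 3.92 ± 0.34 (SD, n = 6) in pigs labelled low and high RFI, a difference of 0.64 (SE 0.14, q = 0.0255 from limma). The endotoxin receptor TLR4 differed by 0.48 (SE 0.14, q = 0.148), the signaling receptor subunit IL6ST by 0.47 (SE 0.14, q = 0.142) and RELB, another subunit of NF-kB, by -0.34 (SE 0.12, q = 0.287), called in 4 of 12 fits that left out 1 pig each. The list holds 5 genes that the study had picked on the same pigs, and by camera its adjusted p was 0.156, and 0.807 with an estimated correlation. The cytokines TNF, with a difference of -0.17 (q = 0.659), IL1B, with 0.18 (q = 0.639), and IL6, with 0.11 (q = 0.756), did not pass. Of 7 acute phase proteins, 0 were called in limma (0 at an unadjusted p under 0.05), and 0 when adjusted over the list alone. HP, which encodes haptoglobin, differed by 0.02 (q = 0.836), with pig P301 apart from its class at 12.95, and like the cytokines it was named after its values were seen. Among markers of immune cells, MRC1 of macrophages was higher by 0.55 (q = 0.0928), 1 of 8 kept macrophage markers. Without the filter, 8 of 9 macrophage markers had a higher mean in pigs labelled low RFI and 1 a lower mean. By camera, this marker list had an adjusted p of 0.0545, and 0.807 with an estimated correlation. GZMB, 1 of 10 markers of T and NK cells, was lower by -0.39 (q = 0.251), and CD72, 1 of 3 markers of B cells, was higher by 0.50 (q = 0.0806). Of 4 neutrophil markers, 0 passed in limma, with 0 at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone. Without the filter on SD, no gene named here was past q under 0.30.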

The former gene encodes the bile acid receptor, which mediates the expression of genes contributing to the synthesis and transport of bile acid. The squalene epoxidase encoding *SQLE* is involved in sterol biosynthesis as a precursor for hepatic bile acid production. Therefore, transcriptional alterations regarding lipid metabolism reveal a pattern of reduced hepatic usage of fatty acids in high-FE animals.

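Of 12 genes of mitochondrial fatty acid oxidation kept through their brightest probe set, SIRT1 was the only one called, 1 higher and 0 lower in limma (2 and 1 at an unadjusted p under 0.05), and 5 were higher and 1 lower in pigs labelled low RFI when adjusted over the list alone (the paper gives the opposite direction for its changed genes). The carnitine transferase CPT2 had a log2 value of 7.55 ± 0.34 (SD, n = 6) and 7.22 ± 0.33 (SD, n = 6), a difference of 0.33 (SE 0.15, q = 0.428 from limma). HADH, whose brightest probe set was left out, was called lower through SNOWBALL_030212, with a difference of -0.70 (q = 0.0291). The trifunctional protein subunit HADHA differed by 0.15 (q = 0.700). CPT1A, through which fatty acids enter oxidation, differed by -0.11 and PPARA, a receptor that drives the pathway, by -0.11, and both were left out by the filter on SD. Apart from SIRT1 and HADH, these genes were named after their values were seen. By camera, the list had an adjusted p of 0.0698, and 0.807 with an estimated correlation. Of 14 peroxisomal genes, 0 were called in limma (1 higher at an unadjusted p under 0.05), and 1 was higher when adjusted over the list alone, SCP2, with a difference of 0.35 (q = 0.311). Of 4 genes of ketone body metabolism, 0 were called and 0 had an unadjusted p under 0.05 in limma, with 0 when adjusted over the list alone, while ACAT1, named by the paper, was called through a dimmer probe set, with a difference of 0.39 (q = 0.255). For SIRT1, the paper gives a lower abundance in high-FE pigs and proposes a lower oxidation of fatty acids in their liver.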

### 3.2. Carbohydrate and Protein Metabolism in FE-Divergent Pigs

Serum levels of glucose, amylase, urea, and total protein remained unaffected by FE traits. However, high-FE pigs showed a significantly higher abundance of *PDK2*. 

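PDK2 was lower in pigs labelled low RFI, where the paper gives a higher abundance in high-FE pigs. Its log2 value was 7.89 ± 0.32 (SD, n = 6) in pigs labelled low RFI and 8.51 ± 0.22 (SD, n = 6) in pigs labelled high RFI, a difference of -0.62 with an SE of 0.14. All 6 pigs labelled low RFI lay below the mean of the other class. PDK2 was the only one of 19 kept genes of glycolysis and pyruvate dehydrogenase that was called, 0 higher and 1 lower in limma (1 and 1 at an unadjusted p under 0.05). When adjusted over the list alone, 1 was higher and 1 lower. PDK4, another kinase of the same complex named after its values were seen, had 7.86 ± 0.47 and 6.84 ± 0.20, a difference of 1.02, with pig P323 apart from its class at 8.77, and was left out by the filter on SD. Without the filter, PDK4 passed the threshold (q = 0.258) and PDK2 did not. By camera, the list had an adjusted p of 0.476, and 0.807 with an estimated correlation.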

In fact, the protein encoded by *PDK2* is known to inhibit the hepatic pyruvate dehydrogenase complex (PDH), which acts as a gatekeeper in carbohydrate metabolism. Hence, transcriptional responsiveness of *PDK2* might target the acetyl-CoA production mediating a key metabolic switch from glucose utilization towards increased fat metabolism. Additionally, hepatic glucose transporter 2 (*SLC2A2*) was decreased in abundance in high-FE animals (*p* = 0.02), albeit not significantly after multiple testing correction. 

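SLC2A2 had a log2 value of 8.87 ± 0.24 (SD, n = 6) in pigs labelled low RFI and 8.54 ± 0.32 (SD, n = 6) in pigs labelled high RFI, and all 6 pigs labelled low RFI lay above the mean of the other class. This is a difference of 0.33 (SE 0.14, unadjusted p = 0.0198, q = 0.384 from limma). By the labels the pigs of low RFI thus had the higher mean, which is opposite to the direction in the paper. A further probe set of SLC2A2, left out by the filter on SD, had 8.65 ± 0.27 and 8.21 ± 0.48. Without the filter, the unadjusted p of the first was 0.0437.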

The transcriptional clues are in line with the assumption that high-FE animals favor energy storage as carbohydrates (e.g., glycogen) rather than as lipids [21,30]. Indeed, complementary studies focusing on muscular phenotypes showed that high-FE pigs exhibited increased muscle glycogen content, lowered pH post-mortem, and higher glycolytic potential [9,17]. In the current study, lower transcript abundance of *NR1H4* might account for modulations in carbohydrate/glycogen metabolism in high-FE pigs [31]. 

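Of 14 kept genes of glycogen metabolism, 0 were called between the RFI classes in limma (1 higher at an unadjusted p under 0.05), and 1 was higher in pigs labelled low RFI when adjusted over the list alone. The opposite direction is given by the paper for its changed genes. PPP1CB, a phosphatase subunit named by the paper, was called through a dimmer probe set not counted there, with a difference of 0.44 (q = 0.171). GYS2, the glycogen synthase of the liver, had a log2 value of 10.07 ± 0.45 (SD, n = 6) in pigs labelled low RFI and 9.57 ± 0.30 (SD, n = 6) in pigs labelled high RFI and was left out by the filter on SD (unfiltered q = 0.555). The glycogen phosphorylase PYGL differed by -0.11 (q = 0.728), and both were named after their values were seen. Of the 8 genes that the paper assigns to the quantity of glycogen (Table 4), 6 were higher and 1 lower at q under 0.30, genes picked on the same pigs and thus not independent evidence. By camera, the glycogen list had an adjusted p of 0.786, and 0.860 with an estimated correlation.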

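Beyond the transporters, 1 of 12 kept genes of the urea cycle and amino acid catabolism was called. SLC25A13, the mitochondrial carrier of aspartate and glutamate, had a log2 value of 7.96 ± 0.25 (SD, n = 6) in pigs labelled low RFI and 8.34 ± 0.23 (SD, n = 6) in pigs labelled high RFI, a difference of -0.38 (SE 0.13, q = 0.266 from limma). The paper gives the opposite direction. It was also the only gene past the threshold when adjusted over the list alone. CPS1, the entry enzyme of the urea cycle named after its values were seen, differed by 0.12 (q = 0.720). By camera, the list had an adjusted p of 0.458, and 0.807 with an estimated correlation. Of 15 genes of endoplasmic reticulum stress and the amino acid response, 0 were called in limma (1 higher at an unadjusted p under 0.05), with 0 when adjusted over the list alone. Without the filter on SD, SLC25A13 was not past the threshold, and its call was kept in 5 of 12 fits that left out 1 pig each.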

Unless the transcript abundance of amino acid transporters (*SLC1A4*, *SLC7A9*) were different between groups, the results of the current study did not show definite clues regarding their consequences for protein metabolism based on differences in FE, as they have been discussed previously [19].

### 3.3. FYN as a Putative Hub Molecule Regulating FE

The hepatic transcriptome analyses indicate a high responsiveness of metabolic routes and signaling pathways related to cell-cell interaction and cellular growth. Indeed, liver cells are prone to improve cellular infrastructure and intercellular communication as a response to metabolic requirements [24], which directly affects growth and development of the organ [32]. In particular, *FYN* plays a prominent role in the biological pathways designated in Table 3 and was identified as one of the transcripts exhibiting the highest responsiveness to FE traits. 

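FYN is covered by 8 probe sets, of which 6 had a higher mean in pigs labelled low RFI (the paper gives the opposite direction). Only SNOWBALL_000034 was called. SNOWBALL_000036 had a log2 value of 5.40 ± 0.36 (SD, n = 6) and 4.76 ± 0.55 (SD, n = 6), a difference of 0.64, and was left out by the filter on SD. SNOWBALL_000033 differed by 0.29 (SE 0.15), SNOWBALL_000035 by 0.26 (SE 0.13), SNOWBALL_023298 by 0.24 (SE 0.14) and SNOWBALL_022919 by 0.18 (SE 0.16). The brightest, SNOWBALL_034951, had 6.31 ± 0.19 and 6.46 ± 0.25, a difference of -0.15 (SE 0.13), which stands for FYN in the pathway lists. The call was kept in 10 of 12 fits that left out 1 pig each and with the background of GC-rich probe sets as a covariate, chosen after seeing the data, and it ended without the filter (q = 0.374).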

Correspondingly, transcriptomic analyses of adipose tissue revealed deceased mRNA abundances of *FYN* in highly efficient animals [24]. Based on the functional annotations of *FYN*, it is involved in cell growth, cell adhesion, integrin-mediated signaling, cytoskeletal remodeling, cell motility, and immune response. Moreover, *FYN* was proposed as major factor regulating fatty acid utilization and glucose homeostasis via effects on AMP-activated protein kinase (AMPK) activity [33]. Mouse models lacking functional *FYN* showed a markedly reduced adipose tissue mass [34], producing a phenotype similar to high-FE animals [24,35]. Indeed, the mouse model revealed reduced triglyceride concentrations in liver and peripheral organs [34], which are consistent with results reported in this study. Interestingly, under fasting conditions these mice exhibited a marked increase in fatty acid utilization and showed higher rates of energy expenditure compared to wild-type controls [34]. As such, the observed decrease in the mRNA abundance of *FYN* in high-FE pigs might represent a molecular adaptation to permanent dietary availability of energy sources. Thus, it is conceivable that FE traits represent a metabolic shift from energy storage towards energy utilization and mobilization. Indeed, high-FE sows underwent considerable losses in fat mass and body weight and exhibited an impaired energy balance during lactation [36].

Furthermore, *FYN* has been shown to affect carbohydrate metabolism via increased insulin sensitivity and glucose metabolism, which have been induced under fasting conditions [34]. In this study, the insulin receptor signaling pathway comprising *FYN* and *INSR* was altered between the FE-divergent groups at the transcriptional level. 

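Of the 8 genes that the paper assigns to insulin receptor signaling (Table 3), 6 were called higher and 1 lower in pigs labelled low RFI, opposite to the direction in the paper. The lower one was PTPRF, a receptor phosphatase, with a difference of -0.35 (q = 0.259). The paper picked these genes on the same pigs, so they are not independent evidence. PIK3CB, a catalytic subunit of phosphoinositide 3-kinase, had a log2 value of 6.22 ± 0.10 (SD, n = 6) in pigs labelled low RFI and 5.64 ± 0.22 (SD, n = 6) in pigs labelled high RFI. This is a difference of 0.58 (SE 0.12, q = 0.0258 from limma), and the classes did not overlap, while the other probe set of PIK3CB differed by -0.06. RICTOR, a subunit of the kinase complex mTORC2 and not one of the 8 genes, differed by 0.66 (SE 0.14, q = 0.0282). PIK3C2A differed by 0.45 (SE 0.14, q = 0.184), with pig P303 apart from its class at 4.62, and PRKAG2, a subunit of AMPK, by 0.41 (SE 0.14, q = 0.242). INSR had 7.60 ± 0.19 and 7.10 ± 0.43 through SNOWBALL_028242, a difference of 0.50, and was left out by the filter on SD, as were 2 brighter probe sets with differences of 0.59 and 0.62. The much dimmer SNOWBALL_031502 differed by -0.14. Without the filter, PIK3CB was past the threshold (q = 0.258), while RICTOR (q = 0.443), PIK3C2A (q = 0.534), PRKAG2 (q = 0.536) and INSR (q = 0.534) were not.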

As such, *FYN* might play a central role in mediating the balance in lipid and carbohydrate metabolism. Consequently, previous studies highlighted *FYN* as a putative hub molecule for processes regulating fatty acid metabolism [37].

### 3.4. Implication on Systemic Integrity of FE-Divergent Pigs

Measurements of blood parameters such as transaminases, LDH, and albumin showed that hepatic liver function was unaffected by FE traits. This provides evidence for the integrity of the liver despite improvements in FE under normal husbandry conditions. In this context it has to be noted that high-FE animals might be prone to metabolic disturbances when facing challenges, such as pregnancy or caloric restriction [16,36]. Moreover, elevated levels of triglycerides, as revealed for high-FE animals in this study, are one of the known risk factors for long-term health consequences such as the metabolic syndrome [38,39].

However, the molecular and physiological findings represent insights for putative strategies to increase FE. As such, high-FE animals might favor metabolic routes employing a higher mobilization and lowered storage of nutrients and an increased cellular communication and infrastructure in hepatocytes, adipocytes, and myocytes [16,40]. Highly efficient animals have been reported to exhibit elevated T_3_ levels [16], whereas in our study T_3_ was only numerically increased in high-FE pigs. Indeed, elevated T_3_ levels stimulate both lipogenesis and lipolysis culminating in fat loss [41] which reflects the phenotype of high-FE animals. Hence, the systemic effects mediated by thyroid hormones might induce a metabolic shift characterized by increased lipolysis and gluconeogenesis [41,42,43].

## 4. Materials and Methods

### 4.1. Animals, Feed Conversion Testing and Sampling

The pig trial was conducted under project licenses PPL 2751 (16 August 2013) and PPL 2781 (27 November 2014) obtained from the Department of Health, Social Services, and Public Safety (DHSSPS). The study was in accordance with the Animals (Scientific Procedures) Act 1986 and followed European Union regulations outlining minimum standards for the protection of pigs (91/630/EEC) and concerning the protection of animals kept for farming purposes (98/58/EC).

Eight F1 sows (Large White × Landrace) were artificially inseminated with semen from four Hylean Maxgro sires (Hermitage Genetics, Kilkenny, Ireland) divergent in their breeding values for FCR. The offspring, comprising 87 piglets of both sexes, were penned by litter after weaning at day 28. Pigs were weighed weekly and feed intake was recorded between days 70 and 140 using Feed Intake Recording Equipment (FIRE) feeding systems (Schauer Agrotronic, Prambachkirchen, Austria). Average body weights of pigs at the start (day 70) and end (day 140) of the trial were 27.8 ± 4.8 kg and 93.9 ± 10.9 kg. During the test period, water and a common pelleted finisher diet (Table S2) were provided ad libitum. The health status of pigs was checked twice per day by observation; signs of illness and treatments were documented. Backfat thickness was measured at day 98, day 119, and day 140 via a non-invasive SonoScape device (Model L3 Veterinary Flat Linear Array, SonoScape, Shenzhen, China). The measurements were taken between the 3rd and 4th last rib, i.e., 5 cm and 7 cm from the midline. Individual FE was assessed by RFI values, including phenotypic measurements obtained between day 70 and day 119 of age. Specifically, the residuals were retrieved from a least squares regression model of average daily feed intake and average daily gain including phenotypic information of metabolic live weight, gender, backfat, and muscle-depth, as described previously [44].

Based on RFI values, pigs were classified as either high-FE (low RFI; mean ± SE: −0.200 ± 0.024) or low-FE (high RFI; mean ± SE: +0.207 ± 0.031). At day 140 of life, all animals were weighed and 24 extremes for FE were selected for sampling under postprandial conditions. The selection considered a balanced design for sex (12 males and 12 females) and litter (eight litters sired by four boars) leading to the sampling of most FE-divergent siblings of the same sex. Selected pigs were in good condition regarding health status and vitality. Pigs were slaughtered by CO_2_ stunning followed by exsanguination. Blood samples were collected from trunk blood. Serum was prepared and samples were stored at –80 °C until use. Liver weight was recorded. Tissue samples of the right liver lobe (*Lobus Spigelii*) were dissected. Tissue samples were snap frozen in liquid nitrogen and stored at –80 °C until RNA and lipid extraction.

### 4.2. Physiological Parameters and Hormones in Serum

Serum samples obtained from animals (*n* = 24) at day 140 were used to analyze physiological parameters (albumin, amylase, GGT, glucose, GOT, GPT, lactate dehydrogenase, lipase, total cholesterol, total protein, triglyceride, urea) via commercial assays (Fuji DriChem 4000i, FujiFilm, Minato, Japan). Serum thyroid hormones T_3_ (triiodothyronine) and T_4_ (thyroxine) were determined in duplicate using a commercially available magnetic bead-based quantitative immunoassay (MAGPIX system) according to manufacturer’s protocols (Merck Millipore, Darmstadt, Germany).

### 4.3. Lipid Extraction and Fatty Acid Profiling

After mincing of frozen liver samples (*n* = 24), approximately 250 mg, 8 mL chloroform/methanol (2:1, *v*/*v*) were added. Total lipids were extracted by the use of Ultra Turrax T25 (IKA, Staufen, Germany), homogenizing in three cycles of 15 s each (12,000 rpm at room temperature). The solution contained C19:0 as an internal standard. The detailed sample preparation procedure has been previously described [45]. Briefly, all of the solvents contained 0.005% (*w*/*v*) of t-butylhydroxytoluene to prevent the oxidation of PUFA. The extraction mixtures were stored at 5 °C for 18 h in the dark and subsequently washed with 0.02% CaCl_2_ solution. The organic phase was separated and dried with Na_2_SO_4_ and K_2_CO_3_ (10:1, *w*/*w*), and the solvent was subsequently removed under gentle nitrogen at room temperature. The lipid extracts were redissolved in 300 μL of toluene, and a 25 mg aliquot was used for methyl ester preparation. Total lipids were stored at –18 °C until transmethylation of fatty acids. Next, 2 mL of 0.5 M sodium methoxide in methanol was added to the samples, which were shaken in a 60 °C water bath for 10 min. Subsequently, 1 mL of 14% boron trifluoride (BF_3_) in methanol was added to the mixture, which was then shaken for an additional 10 min at 60 °C. Saturated NaHCO_3_ solution (2 mL) was added, and the fatty acid methyl esters (FAMEs) were extracted three times in 2 mL of *n*-hexane. The *n*-hexane extract were dried with Na_2_SO_4_ and K_2_CO_3_ (10:1, *w*/*w*), and after filtration reduced to dryness using a vacuum centrifuge (2000 rpm, 30 °C, 30 min). The FAMEs were resuspended in 100 µL of *n*-hexane and stored at –18 °C until used for gas chromatography (GC) analysis.

The fatty acid analysis of the liver lipids was performed using capillary GC with a CP-Sil 88 CB column (100 m × 0.25 mm, Chrompack-Varian, Lake Forest, CA, USA) that was installed in a PerkinElmer gas chromatograph CLARUS 680 with a flame ionization detector and split injection (PerkinElmer Instruments, Shelton, CT, USA). The detailed GC conditions were recently described [46]. Briefly, the initial oven temperature was 150 °C, which was held for 5 min. Subsequently, the temperature was increased to 175 °C and then to 200 °C at a rate of 2 °C min^‒1^ and held for 10 min. Finally, the temperature was increased to 225 °C at a rate of 1.5 °C min^‒1^ and held for 25 min. Hydrogen was used as the carrier gas at a flow rate of 1 mL min^‒1^. The split ratio was 1:20, and the injector and detector were set at 260 °C and 280 °C, respectively. The quantification of fatty acids was done by the use of C19:0 as internal standard. For the calibration procedure the reference standard mixture “Sigma FAME” (Sigma-Aldrich, Deisenhofen, Germany), the methyl ester of C18:1*cis*-11, C22:5*n*-3 and C18:2*cis*-9, *trans*-11 (Matreya, State College, PA, USA), C22:4*n*-6 (Sigma-Aldrich, Deisenhofen, Germany) and C18:4*n*-3 (Larodan, Limhamn, Sweden) were used. The five-point calibration of single fatty acids ranged between 16 and 415 mg/mL and was checked after GC analysis of five samples. Fatty acid concentrations are displayed as mg/100 g liver tissue.

### 4.4. RNA Isolation

For expression analyses, a subset of animals was selected aiming for a balanced design in terms of sex, litter, and boar. Accordingly, out of the twenty-four sampled animals, twelve animals divergent in RFI values were selected for microarray analyses, producing six individual samples per RFI group (high RFI, low RFI). Total RNA was extracted from liver samples using TRI reagent (Sigma-Aldrich, Taufkirchen, Germany). Samples were treated with DNaseI (Roche, Mannheim, Germany) and purified with a column-based RNA extraction kit (NucleoSpin RNAII, Macherey-Nagel, Düren, Germany) according to manufacturer’s protocols. Quantity and purity were checked using a NanoDrop ND-1000 photospectrometer (NanoDrop, Peqlab, Erlangen, Germany). RNA integrity was assessed after separation of nucleic acids on agarose gels. No signs of a significant degradation of 28S and 18S bands were observed from agarose gels and all samples had 260/280 ratios above 2.1 indicating good RNA quality. Samples were checked for contamination by genomic DNA and showed no amplification of specific DNA targets.

### 4.5. Microarray Analysis

For the microarray experiment, biotin-labelled and fragmented single stranded cDNA was synthetized using an Affymetrix WT Plus Expression Kit (Affymetrix, Santa Clara, CA, USA). Pre-processed samples were subsequently hybridized to porcine *snowball* arrays (Affymetrix), which were designed to obtain individual genome-wide transcriptome profiles [47]. Processing of arrays followed manufacturer’s instructions using the GeneChip Hybridization, Wash, and Stain Kit (Affymetrix). After scanning, raw data were generated with Affymetrix GCOS 1.1.1 software (Affymetrix). Raw data have been deposited in a minimum information about a microarray experiment (MIAME)-compliant database, the National Center for Biotechnology Information Gene Expression Omnibus (Available online: www.ncbi.nlm.nih.gov/geo) (accession numbers: GSE95223).

### 4.6. Quantitative Real-Time PCR (RT-qPCR)

First-strand cDNA synthesis was carried out in a reaction with random primers, oligo d(T) 13VN, Superscript III reverse transcriptase (Invitrogen, Karlsruhe, Germany) and RNAsinPlus RNase Inhibitor (Promega, Heidelberg, Germany) using 1.5 µg of total RNA. The cDNA samples were diluted in 200 µL aqua dest. and stored at −20 °C until further analyses. Transcript levels of selected target (*ITGA5*, *NR1H4*, *SLC1A4*, *SLC7A9*, *SQLE*) and reference genes (*RPL10*, *RPL32*) were quantified by RT-qPCR. Individual mRNA samples (*n* = 12) were analyzed in duplicate on a LightCycler 480 system using the LightCycler 480 SYBR Green I Master (Roche, Mannheim, Germany) according to the manufacturer’s instructions. Reactions were carried out in a final volume of 12 µL and included 6.0 µL of LightCycler 480 SYBR Green I Master (Roche), 0.6 µL (10 µM) of each primer (Table S3), 2 µL cDNA, and 2.8 µL of Aqua dest. After an initial denaturation step at 95 °C for 10 min, 40 PCR cycles were performed including denaturation at 95 °C for 15 s, annealing for 10 s (temperatures as indicated in Table S3) and extension/fluorescence acquisition at 72 °C for 15 s. The absence of non-specific products was verified employing melting curve analyses and gel electrophoresis. Threshold cycles were converted to copy numbers using a standard curve made by amplifying serial dilutions of a corresponding reference amplificate (10^7^–10^2^ copies). *RPL10* and *RPL32* were used as housekeeping genes and correlations of normalized expression values were estimated using Spearman rank correlation (*n* = 12).

### 4.7. Phenotype Data Analyses

To compute the individual phenotypic observations (body weight, FE, physiological parameters, hormones, fatty acid profiles), a linear mixed-effect model was applied (R language, v3.2.3, package lme4). Data were weighted as a function of RFI values. Furthermore, random effects represented by dam and sire were included. The body weight related traits (liver weight, backfat) were corrected for live weight used as a covariate. Differences were considered significant at *p* < 0.05.

### 4.8. Transcript Data Analyses

The quality of microarray data was assessed using the R language for statistical computing v3.2.3 [48]. Raw intensity data were normalized using the Robust Multichip Average (RMA) approach. To improve statistical power [49], inappropriate probe sets were excluded from further analyses, i.e., probe sets with a low and high standard deviation (lower 10% quantile among all samples and upper 10% quantile within each experimental group). Differential expression was determined using the linear models for microarray analysis (limma) package within the R environment. To achieve the transcriptional contrast related to FE, the model included the RFI class as a fixed effect. Due to the balanced selection of RFI-divergent siblings of the same sex for microarray analysis, no further effects were considered. To account for multiple testing, *q*-values were calculated based on the *p*-value distribution using the FDR approach designed for large datasets [50]. The threshold level for q-values was set at *q* < 0.30, which corresponds to a *p*-value < 0.01. Fold changes displaying differences in mRNA abundances were calculated from least square means (positive FC: high-RFI < low-RFI, i.e., low-efficient animals < high-efficient animals; negative FC: high-RFI > low-RFI, i.e., low-efficient animals > high-efficient animals). The probe-set to gene symbol assignment was obtained from the developers of the *snowball* microarray [47]. For Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA, USA), orthologous human gene identifiers were retrieved using the BiomaRt R package. Pig and human genome assemblies were employed (*Sus Scrofa* 10.2 and GRCh38.p7). Lists of altered transcripts were evaluated with IPA in order to visualize canonical pathways and bio-functions. Data referring to RT-qPCR were factorial normalized and statistically analyzed as done for microarray data (RFI class as a fixed effect).

## 5. Conclusions

Taken together, the experimental data of the presumably-altered nutrient utilization in FE-divergent animals complements existing phenotypic findings on the molecular level. In particular, the hepatic profiles of fatty acids and expressed genes reveal that high-FE animals might favor metabolic shifts comprising lipid and carbohydrate utilization when compared to low-FE animals. The improvements in FE traits might be driven by intensified cellular infrastructure, as suggested by transcriptome data. Consequently, understanding physiologic requirements, such as processes mediating nutrient absorption, storage, and excretion will be essential to induce different and stable phenotypes towards an optimized nutrient supply and the highest standards of animal health and welfare in livestock production.

## Figures and Tables

**Table 1:** Phenotypic records obtained from animals divergent in feed efficiency (FE; measured by residual feed intake) at day 140 of life.

Item	Unit	High-FE (Mean ± SE)	Low-FE (Mean ± SE)	*p*-Value
Performance (*n* = 24)				
Body weight	kg	94.96 ± 2.14	91.13 ± 3.56	0.311
ADG (day 70–day 140)	kg/d	0.98 ± 0.02	0.94 ± 0.04	0.653
ADFI (day 70–day 140)	kg/d	1.90 ± 0.04	2.25 ± 0.06	<0.001
FCR (day 70–day 140)	kg/kg	1.94 ± 0.03	2.40 ± 0.06	<0.001
RFI	kg	−0.20 ± 0.02	0.21 ± 0.03	<0.001
Backfat	mm	4.78 ± 0.23	4.78 ± 0.31	0.650
Liver weight	kg	1.82 ± 0.08	1.65 ± 0.08	0.028
Blood parameters (*n* = 24)				
Albumin	g/dL	4.52 ± 0.11	4.24 ± 0.11	0.181
Glucose	mg/dL	145.67 ± 29.26	110.25 ± 12.05	0.183
GGT	U/L	49.83 ± 5.74	47.25 ± 3.99	0.600
GPT	U/L	41.50 ± 1.89	37.58 ± 2.07	0.175
GOT	U/L	49.08 ± 4.59	41.50 ± 3.39	0.175
Urea	mg/dL	10.89 ± 0.97	10.37 ± 0.44	0.155
LDH	U/L	179.42 ± 15.41	165.00 ± 15.19	0.408
Triglyceride	mg/dL	39.92 ± 5.58	24.75 ± 3.66	0.001
Total cholesterol	mg/dL	107.92 ± 5.45	107.83 ± 6.81	0.739
Total protein	g/dL	6.44 ± 0.11	6.56 ± 0.18	0.916
Amylase	U/L	828.17 ± 55.49	805.92 ± 55.36	0.553
Lipase	U/L	51.75 ± 7.05	50.08 ± 6.76	0.859
Hormones (*n* = 12)				
Triiodothyronine (T3)	ng/mL	0.59 ± 0.09	0.47 ± 0.06	0.269
Thyroxine (T4)	ng/mL	15.62 ± 1.60	15.67 ± 2.70	0.262

Associations exceeding significance threshold (*p* < 0.05) are highlighted in bold. ADG: average daily gain; ADFI: average daily feed intake; FCR: feed conversion ratio; RFI: residual feed intake; GGT: gamma-glutamyl transferase; GPT: glutamate pyruvate transaminase; GOT: glutamate oxaloacetate transaminase; LDH: lactate dehydrogenase.

**Table 2:** Fatty acid content in liver tissue obtained from animals divergent in feed efficiency (FE; measured by residual feed intake) at day 140 of life (*n* = 24). Values are displayed as mg/100 g liver.

Item	High-FE (Mean ± SE)	Low-FE (Mean ± SE)	*p*-Value
***Sum Fatty Acid Concentrations***			
Fat content (%)	2.36 ± 0.08	2.57 ± 0.09	<0.001
SFA ^1^	912.04 ± 31.63	994.21 ± 34.12	<0.001
MUFA ^2^	285.67 ± 10.68	315.63 ± 23.76	0.111
PUFA ^3^	1157.42 ± 49.23	1261.92 ± 44.00	<0.001
*n*-3 PUFA ^4^	151.04 ± 6.27	167.11 ± 6.77	0.007
*n*-6 PUFA ^5^	1006.38 ± 43.81	1094.81 ± 40.86	0.001
***Fatty Acid Concentrations***			
C10:0	2.05 ± 0.18	2.22 ± 0.23	0.375
C12:0	1.46 ± 0.08	1.58 ± 0.08	0.265
C13:0	0.40 ± 0.0	0.36 ± 0.02	0.028
***Fatty Acid Concentrations***			
C14:0	6.24 ± 0.29	7.08 ± 0.98	0.333
C15:0	4.26 ± 0.29	3.70 ± 0.26	0.029
C16:0	297.99 ± 10.10	328.30 ± 17.03	0.008
C17:0	30.49 ± 2.44	27.89 ± 2.57	0.627
C18:0	546.46 ± 27.46	597.87 ± 22.54	0.002
C16:1 *cis*-9	10.64 ± 0.82	12.32 ± 1.76	0.225
C18:1 *cis*-9	223.17 ± 8.75	247.07 ± 20.32	0.130
C18:1 *cis*-11	31.95 ± 1.60	33.16 ± 1.97	0.222
C18:1 *trans*-9	4.07 ± 0.22	4.20 ± 0.24	0.342
C18:1 *trans*-11	1.85 ± 0.05	1.79 ± 0.10	0.259
C20:1 *cis*-11	4.01 ± 0.18	4.22 ± 0.18	0.094
C18:2 *n*-6	397.90 ± 23.34	460.20 ± 26.03	<0.001
C18:3 *n*-3	10.25 ± 0.93	14.13 ± 2.29	0.059
C18:3 *n*-6	4.31 ± 0.19	5.24 ± 0.49	0.003
C20:2 *n*-6	12.55 ± 0.92	14.23 ± 0.78	0.011
C20:3 *n*-6	26.11 ± 2.19	29.58 ± 1.90	0.081
C20:4 *n*-6	535.06 ± 20.46	551.75 ± 32.88	0.264
C20:5 *n*-3	21.78 ± 1.64	26.20 ± 2.25	0.004
C22:4 *n*-6	29.56 ± 2.33	32.81 ± 1.64	0.144
C22:5 *n*-3	64.30 ± 3.61	67.75 ± 2.77	0.015
C22:6 *n*-3	50.03 ± 4.65	53.60 ± 4.67	0.324

^1^ Saturated fatty acid: sum of 10:0, 11:0, 12:0, 13:0, 14:0, 15:0, 16:0, 17:0, 18:0, 20:0, 21:0, 22:0, 23:0, 24:0; ^2^ Monounsaturated fatty acid: sum of 14:1, 15:1, 16:1, 17:1, 18:1*t*, 18:1*c*9, 18:1*c*11, 22:1, 24:1; ^3^ Polyunsaturated fatty acid: sum of 18:2*t*, 18:2*n*-6, 18:3*n*-3, 18:4*n*-3, 20:3*n*-6, 20:4*n*-6, 20:5*n*-3 22:4*n*-6, 22:5*n*-3, 22:6*n*-3, 18:2c9, *tr*11CLA, 18:3*n*-6, 20:2*n*-6, 20:3*n*-3, 22:2*n*-6; ^4^ *n*-3 PUFA: sum of 20:3*n*-3, 22:6*n*-3, 22:5*n*-3, 20:5*n*-3, 18:4*n*-3, 18:3*n*-3; ^5^ *n*-6 PUFA: sum of 22:2*n*-6, 20:2*n*-6, 18:3*n*-6, 22:4*n*-6, 20:3*n*-6, 18:2*n*-6, 20:4*n*-6; Associations exceeding significance threshold (*p* < 0.05) are highlighted in bold.

**Table 3:** Pathways altered between feed efficiency (FE; measured by residual feed intake)-divergent animals in liver tissue at a significance level of *p* < 0.01.

Regulated Pathway	Number of Genes	*p*-Value	Involved Genes (Fold Change) ^1^
Integrin Signaling	13	0.001	*ARF5* (+1.34), *ARHGAP5* (−1.34), *ARPC5L* (+1.36), *BRAF* (−1.37), *FYN* (−1.83), *ILK* (+1.41), *ITGA1* (−1.52), *ITGA5* (+1.61), *MYLK2* (+1.27), *PIK3C2A* (−1.37), *PIK3CB* (−1.49), *PPP1CB* (−1.36), *TSPAN6* (−1.48)
Ephrin A Signaling	6	0.002	*ADAM10* (−1.38), *EPHA5* (+1.3), *FYN* (−1.83), *PIK3C2A* (−1.37), *PIK3CB* (−1.49), *VAV3* (−1.55)
Adipogenesis pathway	9	0.002	*BMPR2* (−1.49), *CLOCK* (−1.65), *DDIT3* (+1.35), *FZD5* (−1.35), *GTF2H5* (−1.4), *HDAC2* (−1.31), *KLF3* (−1.34), *SIRT1* (−1.42), *TXNIP* (−1.75)
Insulin Receptor Signaling	8	0.010	*CBL* (−1.33), *FYN* (−1.83), *INSR* (−1.42), *PIK3C2A* (−1.37), *PIK3CB* (−1.49), *PPP1CB* (−1.36), *PRKAG2* (−1.33), *PTPRF* (+1.27)

^1^ Values in parentheses represent fold changes and indicate positive or negative transcript abundances (+: high-FE > low-FE; −: high-FE < low-FE).

**Table 4:** Significantly enriched bio-functions of carbohydrate, lipid, and amino acid metabolism.

Themes/Biofunctions	*p*-Value	Involved Genes (Fold Change) ^1^
***Carbohydrate Metabolism***		
Uptake of d-glucose	<0.001	*CBL* (−1.33), *CYLD* (−1.51), *DPP4* (−1.45), *EGLN3* (+1.32), *GNAS* (+1.65), *HGF* (−1.42), *IDH1* (−1.38), *INSR* (−1.42), *MYO1C* (+1.36), *PDK2* (+1.54), *PIK3C2A* (−1.37), *PIK3CB* (−1.49), *PPM1A* (−1.34), *PTPRF* (+1.27), *SIRT1* (−1.42), *TXNIP* (−1.75)
Quantity of glycogen	0.001	*GNAS* (+1.65), *IL6ST* (−1.38), *INSR* (−1.42), *LIFR* (−1.34), *NR1H4* (−1.34), *RPS6KA3* (−1.32), *SC5D* (−1.35), *XPA* (−1.39)
Uptake of carbohydrate	0.002	*CBL* (−1.33), *CYLD* (−1.51), *DPP4* (−1.45), *EGLN3* (+1.32), *GNAS* (+1.65), *HGF* (−1.42), *IDH1* (−1.38), *INSR* (−1.42), *MYO1C* (+1.36), *NR1H4* (−1.34), *PDK2* (+1.54), *PIK3C2A* (−1.37), *PIK3CB* (−1.49), *PPM1A* (−1.34), *PTPRF* (+1.27), *SIRT1* (−1.42), *TXNIP* (−1.75)
Oxidation of carbohydrate	0.003	*ESRRG* (+1.33), *INSR* (−1.42), *PDK2* (+1.54), *PNPLA8* (−1.34), *SIRT1* (−1.42)
Quantity of carbohydrate	0.010	*ESR1* (+1.36), *FOXA1* (+1.32), *GNAS* (+1.65), *GPR39* (+1.39), *HGF* (−1.42), *IL6ST* (−1.38), *INSR* (−1.42), *ITPR2* (−1.32), *KDM3A* (−1.46), *LIFR* (−1.34), *NR1H4* (−1.34), *PNPLA8* (−1.34), *PSEN2* (−1.39), *RPS6KA3* (−1.32), *SC5D* (−1.35), *SGMS2* (−1.50), *SIRT1* (−1.42), *SLC25A13* (+1.30), *SLC3A2* (+1.39), *STEAP3* (+1.37), *TXNIP* (−1.75), *VPS13C* (−1.33), *XPA* (−1.39)
Disposal of d-glucose	0.010	*INSR* (−1.42), *NR1H4* (−1.34), *PTPRF* (+1.27)
Oxidation of d-glucose	0.012	*ESRRG* (+1.33), *INSR* (−1.42), *PDK2* (+1.54), *PNPLA8* (−1.34)
Phosphorylation of phosphatidylinositol	0.015	*FAM126A* (−1.37), *PIK3C2A* (−1.37), *PIK3CB* (−1.49)
Import of carbohydrate	0.019	*B4GALT1* (+1.35), *ESR1* (+1.36), *INSR* (−1.42), *PRKAG2* (−1.33), *TXNIP* (−1.75)
***Lipid Metabolism***		
Synthesis of steroid	0.004	*ACAT1* (−1.31), *BMPR2* (−1.49), *ESR1* (+1.36), *FOXA1* (+1.32), *HGF* (−1.42), *NR1H4* (−1.34), *PDE8A* (−1.31), *PRKAG2* (−1.33), *SIRT1* (−1.42), *SLC9A3R2* (+1.33), *TLR3* (−1.34), *TLR4* (−1.40), *TRERF1* (−1.37)
Steroidogenesis of cells	0.004	*SLC9A3R2* (+1.33), *TLR3* (−1.34), *TLR4* (−1.40)
Synthesis of thromboxane	0.005	*NTN1* (+1.32), *PIK3CB* (−1.49), *PNPLA8* (−1.34)
Concentration of fatty acid	0.006	*CBL* (−1.33), *GNAS* (+1.65), *IDH1* (−1.38), *INSR* (−1.42), *ITGA1* (−1.43), *KDM3A* (−1.46), *NR1H4* (−1.34), *NTN1* (+1.32), *PNPLA8* (−1.34), *SIRT1* (−1.42), *SLC25A13* (+1.30), *SNRK* (−1.35), *TXNIP* (−1.75), *XPA* (−1.39)
Concentration of acylglycerol	0.016	*CBL* (−1.33), *FOXA1* (+1.32), *GNAS* (+1.65), *HGF* (−1.42), *IDH1* (−1.38), *INSR* (−1.42), *ITGA1* (−1.43), *KDM3A* (−1.46), *NR1H4* (−1.34), *PDK2* (+1.54), *PNPLA8* (−1.34), *SGMS2* (−1.5), *SIRT1* (−1.42), *SLC25A13* (+1.30), *SNRK* (−1.35), *TXNIP* (−1.75)
Concentration of triacylglycerol	0.017	*CBL* (−1.33), *FOXA1* (+1.32), *GNAS* (+1.65), *HGF* (−1.42), *IDH1* (−1.38), *INSR* (−1.42), *ITGA1* (−1.43), *KDM3A* (−1.46), *NR1H4* (−1.34), *PDK2* (+1.54), *PNPLA8* (−1.34), *SIRT1* (−1.42), *SLC25A13* (+1.30), *SNRK* (−1.35), *TXNIP* (−1.75)
***Amino Acid Metabolism***		
Transport of neutral amino acid	0.013	*SLC1A4* (−1.66), *SLC3A2* (+1.39), *SLC7A9* (+1.50)

^1^ Values in parentheses represent fold changes and indicate positive or negative transcript abundances (+: high-FE > low-FE; −: high-FE < low-FE). Bio-functions represented by less than three molecules were excluded.

**Table 5:** Comparison of microarray and quantitative real-time PCR (RT-qPCR) results for selected transcripts to verify microarray data; Fold change (FC).

Transcript	Microarray			RT-qPCR			Correlation	
Gene Symbol	Probe-Set ID	FC ^1^	*p*-Value	*q*-Value	FC ^1^	*p*-Value	Coefficient	*p*-Value
*ITGA5*	SNOWBALL_006991	+1.61	<0.001	0.028	+1.82	0.011	0.94	<0.001
*NR1H4*	SNOWBALL_007505	−1.34	0.002	0.181	−1.29	0.048	0.69	0.013
*SLC1A4*	SNOWBALL_005484	−1.66	<0.001	0.022	−1.69	0.003	0.91	<0.001
*SLC7A9*	SNOWBALL_026778	+1.87	<0.001	0.010	+1.87	0.017	0.85	0.001
*SQLE*	SNOWBALL_000764	−1.82	<0.001	0.004	−1.89	0.005	0.91	<0.001

^1^ Fold change (+: high-FE > low-FE; −: high-FE < low-FE).

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/8/1674/s1.

## Abbreviations

FE	Feed efficiency
RFI	Residual feed intake
FCR	Feed conversion ratio
ADG	Average daily weight gain
ADFI	Average daily feed intake
SFA	Saturated fatty acids
MUFA	Monounsaturated fatty acids
PUFA	Polyunsaturated fatty acids

# Supplementary material for: Strategies towards Improved Feed Efficiency in Pigs Comprise Molecular Shifts in Hepatic Lipid and Carbohydrate Metabolism
**Source:** Int J Mol Sci. 2017 Aug 1;18(8):1674. doi: 10.3390/ijms18081674
**Supplement:** Supplementary file 1

Supplementary Table S1. Probe-set IDs, fold changes, average expression values, and statistics of significantly altered transcripts (see Materials and Methods section for details)

Probeset	Fold change (FC)	AveExpr	p -value	q-value	SSC10 gene annotation
SNOWBALL_000763	-2.13	4.788	2.56E-09	8.06E-05	SQLE
bta-mir-2378	-1.99	4.183	7.27E-07	0.008	
SNOWBALL_000034	-1.83	4.472	1.09E-06	0.009	FYN
SNOWBALL_000764	-1.82	9.267	2.71E-07	0.004	SQLE
SNOWBALL_029065	-1.81	4.275	3.68E-06	0.014	SLC30A10
SNOWBALL_006620	-1.75	9.505	6.71E-06	0.014	TXNIP
SNOWBALL_030137	-1.74	3.768	2.75E-05	0.030	CREBRF
SNOWBALL_025999	-1.70	3.742	3.61E-06	0.014	ARHGAP35
SNOWBALL_034367	-1.69	4.131	1.46E-05	0.022	BCLAF1
SNOWBALL_023165	-1.68	9.074	1.03E-05	0.020	SQLE
SNOWBALL_007178	-1.67	4.925	4.26E-06	0.014	TBC1D15
SNOWBALL_042886	-1.66	4.124	5.41E-05	0.039	PEX1
SNOWBALL_005484	-1.66	5.673	1.52E-05	0.022	SLC1A4
SNOWBALL_011532	-1.65	6.481	4.45E-06	0.014	CLOCK
SNOWBALL_007751	-1.65	5.907	3.61E-05	0.032	EEA1
SNOWBALL_018580	-1.65	5.780	1.96E-06	0.010	LMBRD2
SNOWBALL_031722	-1.64	5.706	2.35E-05	0.027	LRRC8B
SNOWBALL_005073	-1.63	6.240	2.83E-05	0.030	PPP4R3B
SNOWBALL_006396	-1.61	6.054	5.31E-05	0.039	STXBP3
SNOWBALL_017161	-1.60	6.338	5.55E-05	0.039	JMJD1C
SNOWBALL_000426	-1.60	4.515	1.31E-05	0.022	NNAT
SNOWBALL_002802	-1.60	5.171	2.93E-05	0.030	PRPF39
SNOWBALL_028963	-1.59	4.437	6.70E-05	0.042	
SNOWBALL_023524	-1.59	4.684	1.55E-05	0.022	STAG2
SNOWBALL_004810	-1.59	6.081	6.41E-06	0.014	ROGDI
SNOWBALL_017906	-1.59	7.135	8.51E-05	0.044	RBMS1
SNOWBALL_034131	-1.59	6.500	6.56E-05	0.042	ENSSSCG000000025315
SNOWBALL_018629	-1.58	4.999	6.74E-05	0.042	RICTOR
SNOWBALL_009254	-1.57	5.793	7.41E-05	0.044	ENSSSCG000000003727
SNOWBALL_003094	-1.57	7.141	0.0002	0.066	PHLPP1
SNOWBALL_009377	-1.57	6.405	1.12E-05	0.020	ENSSSCG000000003728
SNOWBALL_007306	-1.57	6.431	0.0002	0.069	LOC102158163
SNOWBALL_020919	-1.56	5.666	3.11E-05	0.030	BIRC3
SNOWBALL_017205	-1.56	2.161	0.0001	0.053	TBC1D12
SNOWBALL_011147	-1.56	1.711	0.0003	0.083	ENSSSCG000000019731
SNOWBALL_000070	-1.56	3.492	7.11E-05	0.044	
SNOWBALL_005267	-1.56	4.290	3.52E-05	0.032	ENSSSCG000000008591
SNOWBALL_010165	-1.56	6.159	9.89E-05	0.046	ATG2B
SNOWBALL_000694	-1.56	4.240	4.61E-05	0.038	REL
SNOWBALL_025782	-1.55	2.182	0.0002	0.064	
mmu-mir-142	-1.55	1.755	8.50E-05	0.044	MIR142
SNOWBALL_006244	-1.55	4.540	0.0001	0.057	ENSSSCG000000006851
SNOWBALL_027882	-1.55	4.963	0.0001	0.057	ENSSSCG000000023253
SNOWBALL_034189	-1.55	2.371	7.99E-05	0.044	
SNOWBALL_029772	-1.54	3.960	6.42E-05	0.042	MYNN
SNOWBALL_009068	-1.54	3.953	3.32E-05	0.031	FPGT

SNOWBALL_001800	-1.54	2.879	0.0005	0.102 TBC1D8B
mmu-mir-181b-2	-1.54	1.846	0.0001	0.054
SNOWBALL_033185	-1.54	3.702	0.0003	0.081 TNPO1
hsa-mir-3135	-1.53	5.081	0.0002	0.069
SNOWBALL_022869	-1.53	4.215	5.54E-05	0.039 CYP2C91
SNOWBALL_011377	-1.53	5.371	7.90E-05	0.044 TLR1
SNOWBALL_040179	-1.53	2.811	8.42E-05	0.044 MAP3K2
SNOWBALL_045390	-1.52	2.911	0.0001	0.056 N4BP2
SNOWBALL_026406	-1.52	7.275	0.0003	0.083 TMEM59
SNOWBALL_045434	-1.52	2.202	0.0002	0.069
SNOWBALL_003169	-1.52	7.456	1.83E-05	0.024 ZFAND5
SNOWBALL_004607	-1.52	7.064	0.0002	0.069 RMND5A
SNOWBALL_028279	-1.52	4.639	8.98E-05	0.045 ITGA1
SNOWBALL_041464	-1.52	5.641	0.0004	0.099 PEX1
SNOWBALL_019112	-1.52	5.429	0.0001	0.054 GPCPD1
SNOWBALL_044159	-1.51	2.287	0.0004	0.089
SNOWBALL_003260	-1.51	5.975	0.0007	0.117 COPS2
SNOWBALL_046470	-1.51	3.290	0.0005	0.101
SNOWBALL_000598	-1.51	5.756	0.0002	0.069 TAX1BP1
SNOWBALL_008133	-1.51	4.486	0.0003	0.081 CYLD
SNOWBALL_019513	-1.51	2.922	0.0003	0.086 ENSSSCG00000019914
SNOWBALL_002507	-1.51	6.692	7.78E-05	0.044 CDK19
SNOWBALL_020553	-1.51	5.269	0.0003	0.087 STAG2
SNOWBALL_017840	-1.51	8.440	0.0005	0.104 UPP2
SNOWBALL_028176	-1.50	5.211	0.0010	0.138 TM9SF3
SNOWBALL_015487	-1.50	4.039	0.0003	0.082 TTC14
SNOWBALL_031997	-1.50	2.677	0.0001	0.053
SNOWBALL_018690	-1.50	6.948	0.0003	0.086 CPEB4
SNOWBALL_011947	-1.50	4.439	0.0006	0.109 SGMS2
SNOWBALL_026583	-1.50	3.892	7.54E-05	0.044 NPL
SNOWBALL_009148	-1.50	4.441	0.0006	0.113 DNAJB4
SNOWBALL_033090	-1.50	5.816	0.0004	0.092 MTFR1
SNOWBALL_034677	-1.50	4.345	0.0003	0.083
SNOWBALL_034970	-1.50	4.059	0.0008	0.120 ZNF638
SNOWBALL_023332	-1.49	6.271	0.0005	0.101 ATXN3
SNOWBALL_015991	-1.49	8.885	0.0002	0.069 CLDND1
SNOWBALL_031440	-1.49	5.933	3.89E-05	0.033 ENSSSCG00000021203
SNOWBALL_032740	-1.49	4.054	0.0003	0.087
SNOWBALL_029908	-1.49	5.473	0.0005	0.101 BMPR2
SNOWBALL_012978	-1.49	5.016	0.0002	0.068 C9H1orf27
SNOWBALL_008731	-1.49	5.875	0.0002	0.072 AGO4
SNOWBALL_020406	-1.48	5.535	0.0011	0.145 TSPAN6
SNOWBALL_026989	-1.48	2.721	0.0002	0.065 RSRC1
SNOWBALL_026521	-1.48	5.444	0.0005	0.101 DPY19L1
SNOWBALL_017354	-1.48	6.063	0.0007	0.115 CCSER2
SNOWBALL_018101	-1.48	8.470	8.53E-05	0.044 MYO1B
bta-mir-2308	-1.48	4.404	0.0018	0.175
SNOWBALL_000369	-1.48	8.228	0.0010	0.138 DPP4
SNOWBALL_009212	-1.48	5.556	0.0001	0.059 RNF138
SNOWBALL_035136	-1.48	5.714	0.0003	0.081

SNOWBALL_013031	-1.48	2.356	0.0007	0.115 ENSSSCG00000020013
SNOWBALL_020932	-1.48	7.435	0.0002	0.069
SNOWBALL_013821	-1.48	5.398	0.0003	0.081 INTS6
SNOWBALL_010455	-1.48	4.510	0.0007	0.117 ZBTB1
SNOWBALL_031764	-1.47	2.621	4.91E-05	0.039
SNOWBALL_014731	-1.47	5.666	0.0006	0.111
SNOWBALL_011711	-1.47	3.325	0.0002	0.069 C8H4orf32
SNOWBALL_021578	-1.47	3.869	5.27E-05	0.039
SNOWBALL_009684	-1.47	4.421	0.0007	0.116 GMNN
SNOWBALL_000374	-1.46	7.018	0.0007	0.117
SNOWBALL_004956	-1.46	7.055	0.0002	0.065 PUM2
SNOWBALL_016912	-1.46	5.251	0.0004	0.092 ENSSSCG00000010491
SNOWBALL_004901	-1.46	3.515	0.0002	0.072 KDM3A
SNOWBALL_028230	-1.46	2.677	0.0018	0.175 SNRK
SNOWBALL_013457	-1.46	8.599	0.0008	0.120 MRC1
SNOWBALL_032188	-1.46	3.445	0.0005	0.101
SNOWBALL_011379	-1.46	5.332	0.0010	0.137 FRYL
SNOWBALL_035411	-1.46	5.242	0.0008	0.120
SNOWBALL_047469	-1.46	3.962	0.0003	0.083
SNOWBALL_006364	-1.46	6.834	0.0005	0.101 ARHGAP29
SNOWBALL_026437	-1.46	2.580	0.0014	0.160
SNOWBALL_021612	-1.46	5.262	0.0008	0.119 CWF19L2
SNOWBALL_044937	-1.45	5.475	0.0008	0.121 HIPK3
SNOWBALL_022021	-1.45	6.103	0.0023	0.194 RPF1
SNOWBALL_013977	-1.45	4.210	0.0010	0.138 GPR183
SNOWBALL_000370	-1.45	8.784	0.0017	0.175 DPP4
mmu-mir-1969	-1.45	1.537	0.0018	0.175
SNOWBALL_003666	-1.45	5.066	0.0009	0.125 GNA14
SNOWBALL_028568	-1.45	3.417	0.0015	0.163 GPATCH2L
SNOWBALL_018686	-1.45	6.172	0.0012	0.149 ERBB2IP
SNOWBALL_027704	-1.45	5.035	0.0031	0.217
SNOWBALL_046629	-1.44	2.672	0.0009	0.131
SNOWBALL_017226	-1.44	4.289	0.0005	0.101 CCDC186
SNOWBALL_025225	-1.44	3.788	0.0012	0.152 USP15
SNOWBALL_038001	-1.44	3.936	0.0022	0.189 FAM126A
SNOWBALL_036094	-1.44	5.847	0.0018	0.175 MED13L
SNOWBALL_003664	-1.44	5.785	0.0004	0.096
SNOWBALL_010349	-1.44	5.150	0.0002	0.069 ENSSSCG00000002499
SNOWBALL_002314	-1.44	6.437	0.0005	0.104
SNOWBALL_009235	-1.44	4.940	0.0003	0.087 ANKRD12
SNOWBALL_024040	-1.44	3.987	0.0011	0.144 ENSSSCG00000016291
SNOWBALL_013012	-1.44	7.339	0.0008	0.118 RASSF5
bta-mir-10b	-1.44	1.530	0.0007	0.117 MIR10B
SNOWBALL_030638	-1.44	5.833	0.0017	0.175 LOC106504717
SNOWBALL_028676	-1.44	7.245	0.0007	0.117 LMAN1
SNOWBALL_011336	-1.44	5.563	0.0008	0.121 N4BP2
SNOWBALL_017680	-1.43	5.036	0.0010	0.138 CCNT2
SNOWBALL_039501	-1.43	2.738	0.0005	0.101 LOC106509177
SNOWBALL_029661	-1.43	2.710	0.0012	0.147
SNOWBALL_034579	-1.43	5.449	0.0006	0.115 ITGA1

SNOWBALL_047632	-1.43	5.723	0.0004	0.096
SNOWBALL_004610	-1.43	5.560	0.0003	0.081 ANAPC1
SNOWBALL_032571	-1.43	4.049	0.0024	0.199
SNOWBALL_026469	-1.43	6.513	0.0007	0.116 ZNF638
SNOWBALL_002495	-1.43	4.936	0.0003	0.086 ICE2
SNOWBALL_024675	-1.43	7.416	0.0022	0.192 VPS26A
SNOWBALL_035308	-1.43	3.160	0.0007	0.116 CNOT8
SNOWBALL_003925	-1.43	1.834	0.0036	0.227
SNOWBALL_012868	-1.42	6.104	0.0019	0.177 HGF
SNOWBALL_002285	-1.42	4.246	0.0006	0.114 ZNF292
SNOWBALL_018543	-1.42	7.360	0.0007	0.115
SNOWBALL_019754	-1.42	6.045	0.0007	0.115 ENSSSCG00000016648
SNOWBALL_039461	-1.42	7.015	0.0013	0.158 PEX1
SNOWBALL_028050	-1.42	6.712	0.0030	0.215 DPY19L3
SNOWBALL_042898	-1.42	4.688	0.0003	0.078
SNOWBALL_019906	-1.42	7.069	0.0009	0.125
SNOWBALL_011738	-1.42	4.049	0.0011	0.145 DNAJB14
SNOWBALL_024488	-1.42	5.593	0.0012	0.149 REEP3
SNOWBALL_017486	-1.42	5.499	0.0017	0.173 SIRT1
SNOWBALL_000197	-1.42	5.528	0.0010	0.138 DHX40
SNOWBALL_025746	-1.42	6.851	0.0008	0.121 RASSF5
SNOWBALL_012961	-1.42	5.844	0.0003	0.087 ENSSSCG00000023253
SNOWBALL_027575	-1.42	3.979	0.0007	0.115
SNOWBALL_043148	-1.42	2.264	0.0023	0.196
SNOWBALL_031964	-1.42	7.548	0.0007	0.116 NEBL
SNOWBALL_028242	-1.42	7.353	0.0020	0.181 INSR
SNOWBALL_027652	-1.41	3.576	0.0018	0.175 TMEM199
SNOWBALL_024816	-1.41	4.814	0.0026	0.205 SMC3
hsa-mir-614	-1.41	5.484	0.0014	0.162
SNOWBALL_035490	-1.41	3.384	0.0005	0.102
SNOWBALL_028248	-1.41	1.867	0.0004	0.099
SNOWBALL_025858	-1.41	6.568	0.0037	0.234
SNOWBALL_002586	-1.41	4.580	0.0014	0.160 ENSSSCG00000004358
SNOWBALL_045321	-1.41	6.504	0.0008	0.121 IL6ST
SNOWBALL_000093	-1.41	5.438	0.0004	0.099 CD72
SNOWBALL_040550	-1.41	2.068	0.0008	0.121
SNOWBALL_013354	-1.41	4.850	0.0049	0.257 ENSSSCG00000010907
SNOWBALL_015023	-1.41	6.183	0.0007	0.117 ZFP3
SNOWBALL_033393	-1.41	2.934	0.0017	0.175
SNOWBALL_002095	-1.41	6.669	0.0005	0.100 BCLAF1
SNOWBALL_001672	-1.41	5.204	0.0007	0.116 CXHXorf21
SNOWBALL_004202	-1.41	4.224	0.0020	0.182 TRPM6
SNOWBALL_017661	-1.41	4.442	0.0016	0.167 EPC2
SNOWBALL_046734	-1.41	5.645	0.0007	0.115
SNOWBALL_046577	-1.40	2.971	0.0012	0.147
SNOWBALL_005309	-1.40	1.451	0.0005	0.102 ENSSSCG00000018775
SNOWBALL_004987	-1.40	5.799	0.0019	0.179 PPM1B
SNOWBALL_013824	-1.40	4.278	0.0003	0.087 LRCH1
SNOWBALL_018997	-1.40	5.333	0.0007	0.115 FRG1
SNOWBALL_034752	-1.40	5.011	0.0024	0.199 LOC100626645

SNOWBALL_017930	-1.40	6.288	0.0009	0.124
SNOWBALL_012682	-1.40	4.957	0.0015	0.162 SOX13
SNOWBALL_020228	-1.40	4.806	0.0038	0.234 GTF2H5
SNOWBALL_018187	-1.40	5.597	0.0014	0.160 BZW1
SNOWBALL_017025	-1.40	5.280	0.0005	0.102 TSNAX
SNOWBALL_046402	-1.40	3.854	0.0014	0.162 UBXN7
SNOWBALL_027356	-1.40	4.506	0.0009	0.123
SNOWBALL_013359	-1.40	6.058	0.0010	0.138 LOC100520324
SNOWBALL_024499	-1.40	5.984	0.0005	0.101 ARID5B
SNOWBALL_024813	-1.40	5.054	0.0009	0.123 SHOC2
SNOWBALL_012905	-1.40	1.819	0.0033	0.222 ENSSSCG00000018984
SNOWBALL_009919	-1.40	8.736	0.0013	0.155 MUT
SNOWBALL_003302	-1.40	6.252	0.0014	0.160 TMEM87A
SNOWBALL_027878	-1.40	4.468	0.0048	0.255 ENSSSCG00000031028
SNOWBALL_000107	-1.40	5.559	0.0020	0.181 TLR4
SNOWBALL_038086	-1.40	3.700	0.0007	0.116
SNOWBALL_027864	-1.39	4.894	0.0030	0.215
SNOWBALL_021036	-1.39	6.943	0.0041	0.241 SLC30A1
SNOWBALL_013444	-1.39	5.912	0.0007	0.117 TOPORS
SNOWBALL_036966	-1.39	3.705	0.0026	0.203 PSMA2
SNOWBALL_009066	-1.39	4.675	0.0027	0.205 SSX2IP
SNOWBALL_013277	-1.39	9.285	0.0057	0.268 PSEN2
SNOWBALL_026358	-1.39	3.934	0.0025	0.200
SNOWBALL_007651	-1.39	4.108	0.0021	0.182 NTN4
SNOWBALL_042373	-1.39	2.671	0.0039	0.236 FOXP1
SNOWBALL_019695	-1.39	6.532	0.0055	0.266
SNOWBALL_020073	-1.39	4.418	0.0011	0.144 SCML1
SNOWBALL_019143	-1.39	6.365	0.0039	0.236 EIF2S2
SNOWBALL_035593	-1.39	4.143	0.0042	0.242 RYBP
SNOWBALL_010731	-1.39	7.926	0.0025	0.200 RDH11
SNOWBALL_027951	-1.39	2.339	0.0018	0.176 CNTN4
SNOWBALL_047556	-1.39	4.378	0.0006	0.112 C9H1orf27
SNOWBALL_003595	-1.39	4.455	0.0030	0.215 XPA
SNOWBALL_040006	-1.39	4.106	0.0015	0.163 RALGPS2
SNOWBALL_033713	-1.39	2.409	0.0016	0.167
SNOWBALL_024489	-1.39	4.291	0.0026	0.203 JMJD1C
SNOWBALL_015477	-1.39	5.252	0.0042	0.242 LOC106505651
SNOWBALL_006291	-1.39	4.521	0.0034	0.225 LOC100157359
SNOWBALL_046733	-1.39	2.235	0.0017	0.175
SNOWBALL_035345	-1.38	2.543	0.0032	0.220 ZFHx4
mmu-mir-466f-4	-1.38	2.324	0.0025	0.200
SNOWBALL_033879	-1.38	5.459	0.0017	0.172 MYO1B
SNOWBALL_044870	-1.38	2.779	0.0007	0.117
SNOWBALL_022761	-1.38	10.184	0.0050	0.257 LOC100523371
SNOWBALL_007539	-1.38	6.701	0.0018	0.175 KIAA1033
SNOWBALL_002897	-1.38	6.826	0.0030	0.215 TRPM7
SNOWBALL_003242	-1.38	2.982	0.0030	0.215 CDKL1
SNOWBALL_006062	-1.38	8.517	0.0040	0.240 TTPA
SNOWBALL_031582	-1.38	5.316	0.0050	0.257
SNOWBALL_034120	-1.38	4.026	0.0021	0.188 LOC106510465

SNOWBALL_013302	-1.38	6.661	0.0008	0.122 LOC106504096
SNOWBALL_035110	-1.38	8.136	0.0076	0.300 CALCOCO1
SNOWBALL_000388	-1.38	8.086	0.0016	0.171 IL6ST
SNOWBALL_024676	-1.38	5.309	0.0022	0.189 SRGN
SNOWBALL_002391	-1.38	4.339	0.0015	0.164 ADAM10
SNOWBALL_040572	-1.38	2.356	0.0017	0.173
SNOWBALL_031058	-1.38	3.367	0.0027	0.205 MPP5
SNOWBALL_021805	-1.38	4.805	0.0052	0.261 SENP6
SNOWBALL_005147	-1.38	5.708	0.0017	0.175 ENSSSCG00000008382
SNOWBALL_027843	-1.38	3.289	0.0018	0.175 LOC106507988
SNOWBALL_023996	-1.38	9.146	0.0025	0.200 IDH1
SNOWBALL_031750	-1.38	4.079	0.0025	0.200 LOC100738764
SNOWBALL_021653	-1.37	4.495	0.0028	0.207
hsa-mir-3156-1	-1.37	6.892	0.0028	0.210
hsa-mir-1248	-1.37	1.261	0.0020	0.182
SNOWBALL_031583	-1.37	3.035	0.0039	0.236 BRAF
SNOWBALL_009207	-1.37	2.391	0.0029	0.212 STIL
SNOWBALL_008800	-1.37	6.739	0.0014	0.161 ADGRL4
SNOWBALL_013282	-1.37	7.631	0.0047	0.249 PSEN2
SNOWBALL_018081	-1.37	10.737	0.0020	0.182
SNOWBALL_012554	-1.37	6.362	0.0030	0.215 FAM126A
SNOWBALL_034980	-1.37	4.218	0.0041	0.241
SNOWBALL_002207	-1.37	6.872	0.0046	0.249 RNF217
hsa-mir-1283-1	-1.37	1.405	0.0019	0.177
SNOWBALL_003318	-1.37	5.806	0.0011	0.145 TMX3
SNOWBALL_021020	-1.37	6.815	0.0056	0.266 SEC62
SNOWBALL_047030	-1.37	7.391	0.0042	0.241 LOC106504717
SNOWBALL_032076	-1.37	5.171	0.0022	0.192 ELL2
SNOWBALL_030103	-1.37	2.997	0.0038	0.234
SNOWBALL_002380	-1.37	6.292	0.0019	0.177 CCPG1
SNOWBALL_038040	-1.37	4.489	0.0018	0.175 FCHO2
SNOWBALL_034041	-1.37	4.884	0.0006	0.115
SNOWBALL_010533	-1.37	7.234	0.0064	0.279 PTGR2
SNOWBALL_027450	-1.37	3.627	0.0052	0.261 MBTD1
SNOWBALL_008956	-1.37	5.992	0.0016	0.171 DOCK7
SNOWBALL_010078	-1.37	4.669	0.0036	0.228 TRERF1
SNOWBALL_002374	-1.37	4.840	0.0025	0.200 LOC100517018
SNOWBALL_005046	-1.37	7.052	0.0029	0.213 EML4
SNOWBALL_001412	-1.37	3.525	0.0037	0.230 HLA-DMA
SNOWBALL_007331	-1.37	5.144	0.0018	0.175 PARP11
SNOWBALL_025736	-1.37	5.835	0.0024	0.197 ITS2
SNOWBALL_025472	-1.37	6.272	0.0052	0.261 INTS12
SNOWBALL_003473	-1.37	2.927	0.0042	0.241
SNOWBALL_016723	-1.37	2.556	0.0028	0.207 SRRD
SNOWBALL_009264	-1.37	4.921	0.0056	0.268 HOOK1
SNOWBALL_012620	-1.37	3.230	0.0069	0.283 CRTAM
SNOWBALL_005104	-1.37	1.536	0.0051	0.259 ENSSSCG00000019079
SNOWBALL_006849	-1.37	3.241	0.0011	0.145 MTERF2
SNOWBALL_047051	-1.37	5.340	0.0033	0.222 PIK3C2A
SNOWBALL_026365	-1.37	8.121	0.0037	0.230 LOC100522498

SNOWBALL_021635	-1.37	5.766	0.0055	0.266
SNOWBALL_034775	-1.36	3.115	0.0020	0.182
mmu-mir-297c	-1.36	1.567	0.0028	0.210
SNOWBALL_013813	-1.36	3.951	0.0027	0.205 LPAR6
SNOWBALL_039564	-1.36	2.915	0.0027	0.205
SNOWBALL_027872	-1.36	2.916	0.0057	0.268
SNOWBALL_043342	-1.36	4.666	0.0011	0.144 PRELID2
SNOWBALL_009561	-1.36	6.945	0.0057	0.268 DEK
SNOWBALL_031712	-1.36	6.477	0.0049	0.257
bta-mir-2370	-1.36	4.044	0.0017	0.173
SNOWBALL_028427	-1.36	3.106	0.0023	0.196
SNOWBALL_024837	-1.36	2.970	0.0049	0.257 OBFC1
SNOWBALL_005779	-1.36	6.722	0.0022	0.188 RNF19A
SNOWBALL_038200	-1.36	3.970	0.0007	0.116
SNOWBALL_018976	-1.36	6.726	0.0012	0.149 CNOT7
SNOWBALL_018825	-1.36	5.196	0.0031	0.217 SLU7
SNOWBALL_004964	-1.36	6.367	0.0025	0.201 PPP1CB
SNOWBALL_013274	-1.36	4.327	0.0050	0.257 ENSSSCG00000010871
SNOWBALL_037501	-1.36	3.157	0.0073	0.293 ENSSSCG00000021742
SNOWBALL_018183	-1.36	4.391	0.0019	0.179 KIAA1715
SNOWBALL_039264	-1.36	1.912	0.0021	0.182
SNOWBALL_015636	-1.36	3.383	0.0009	0.131 TMF1
SNOWBALL_000828	-1.36	5.593	0.0014	0.162 ARFGEF1
SNOWBALL_018823	-1.36	3.298	0.0041	0.241 ADAMTS6
SNOWBALL_015754	-1.36	6.200	0.0021	0.186 NAALADL2
bta-mir-2397	-1.36	1.720	0.0067	0.281
SNOWBALL_013602	-1.36	2.043	0.0054	0.264 MIR27B
SNOWBALL_011837	-1.36	4.238	0.0008	0.118 FAM175A
SNOWBALL_037371	-1.36	4.581	0.0033	0.222
SNOWBALL_025669	-1.36	6.434	0.0016	0.167 RB1CC1
SNOWBALL_033269	-1.36	1.570	0.0024	0.198
SNOWBALL_037612	-1.36	3.884	0.0058	0.269 RC3H2
SNOWBALL_013308	-1.36	3.229	0.0019	0.177 ERCC6L2
SNOWBALL_033563	-1.36	7.227	0.0050	0.257 LOC106504520
SNOWBALL_020454	-1.36	6.900	0.0041	0.241 UTP14A
SNOWBALL_037010	-1.36	3.699	0.0021	0.182 LACE1
SNOWBALL_032675	-1.36	2.539	0.0030	0.215
SNOWBALL_012813	-1.35	3.922	0.0054	0.264 KRIT1
SNOWBALL_015261	-1.35	5.897	0.0018	0.175 SNRK
SNOWBALL_035298	-1.35	2.570	0.0017	0.173
SNOWBALL_024683	-1.35	4.895	0.0022	0.192
SNOWBALL_011394	-1.35	4.929	0.0043	0.243 WDR19
SNOWBALL_028942	-1.35	4.498	0.0021	0.182 LRP11
SNOWBALL_029873	-1.35	2.606	0.0059	0.270 LOC100156637
SNOWBALL_020820	-1.35	2.946	0.0058	0.269 MIR105-2
SNOWBALL_018032	-1.35	7.792	0.0042	0.241 FZD5
SNOWBALL_019000	-1.35	5.752	0.0050	0.257 ENSSSCG00000006993
SNOWBALL_035373	-1.35	6.109	0.0015	0.163
SNOWBALL_019682	-1.35	5.320	0.0036	0.229 KDM7A
SNOWBALL_026489	-1.35	3.540	0.0038	0.235 RNMT

SNOWBALL_046363	-1.35	1.887	0.0026	0.202
SNOWBALL_006513	-1.35	5.497	0.0024	0.199 ARHGAP29
SNOWBALL_012463	-1.35	6.517	0.0052	0.260 ARHGAP42
SNOWBALL_024549	-1.35	3.836	0.0044	0.244 TSNAX
SNOWBALL_013076	-1.35	4.827	0.0039	0.236 SRGAP2
SNOWBALL_004642	-1.35	4.140	0.0033	0.222 GCC2
SNOWBALL_025848	-1.35	5.103	0.0028	0.207 CNIH
SNOWBALL_016431	-1.35	4.399	0.0014	0.160 MPHOSPH9
SNOWBALL_006295	-1.35	5.823	0.0018	0.175 EVI5
SNOWBALL_009186	-1.35	1.527	0.0067	0.281 ENSSSCG00000018486
SNOWBALL_007608	-1.35	5.252	0.0015	0.164 SCAF11
SNOWBALL_015469	-1.35	3.434	0.0050	0.257 LOC100515414
SNOWBALL_018712	-1.35	5.186	0.0015	0.164 THG1L
SNOWBALL_018932	-1.35	1.244	0.0035	0.227 ENSSSCG00000020610
SNOWBALL_005344	-1.35	6.072	0.0015	0.163 PSME4
SNOWBALL_011341	-1.35	5.426	0.0013	0.158 ENSSSCG00000008826
SNOWBALL_018125	-1.35	3.556	0.0030	0.215 CWC22
SNOWBALL_032137	-1.35	3.343	0.0054	0.264 ENSSSCG00000024133
SNOWBALL_012761	-1.35	9.679	0.0038	0.236 SC5D
SNOWBALL_047582	-1.34	3.771	0.0053	0.262 KLF3
SNOWBALL_044070	-1.34	1.796	0.0066	0.279 PPM1A
SNOWBALL_007505	-1.34	8.045	0.0020	0.181 NR1H4
SNOWBALL_024058	-1.34	7.113	0.0048	0.255 SLC35F5
SNOWBALL_021596	-1.34	4.616	0.0013	0.159 LOC100739476
SNOWBALL_002569	-1.34	5.070	0.0025	0.200 CDC40
SNOWBALL_035799	-1.34	1.997	0.0043	0.242
SNOWBALL_012386	-1.34	3.002	0.0047	0.250 ENSSSCG00000029865
SNOWBALL_024477	-1.34	6.141	0.0028	0.210 PPA1
SNOWBALL_002863	-1.34	5.708	0.0066	0.281 ERO1A
SNOWBALL_009013	-1.34	4.318	0.0067	0.281 IMPACT
SNOWBALL_010866	-1.34	6.337	0.0046	0.249 ARHGAP5
SNOWBALL_013239	-1.34	2.283	0.0044	0.244 RGS18
SNOWBALL_043980	-1.34	2.815	0.0065	0.279
SNOWBALL_018709	-1.34	7.438	0.0033	0.222 ERBB2IP
SNOWBALL_035968	-1.34	4.599	0.0075	0.298 WHSC1L1
mmu-mir-1967	-1.34	2.465	0.0054	0.264
SNOWBALL_012667	-1.34	5.012	0.0042	0.241 PNPLA8
SNOWBALL_018661	-1.34	5.569	0.0029	0.213 LIFR
SNOWBALL_036078	-1.34	2.014	0.0031	0.218 RICTOR
SNOWBALL_002876	-1.34	7.925	0.0055	0.266 ENSSSCG00000004983
SNOWBALL_035014	-1.34	4.793	0.0048	0.255 PLOD2
SNOWBALL_000364	-1.34	6.166	0.0063	0.279 TLR3
SNOWBALL_022381	-1.34	3.081	0.0054	0.264 LOC106508913
SNOWBALL_000659	-1.34	6.876	0.0021	0.184 IK WDR55
SNOWBALL_003211	-1.34	5.155	0.0035	0.227 ENSSSCG00000027182
SNOWBALL_018248	-1.34	1.851	0.0051	0.259
SNOWBALL_022157	-1.34	5.756	0.0047	0.249 BCAP29
SNOWBALL_016639	-1.34	5.440	0.0066	0.279 ADRBK2
SNOWBALL_027043	-1.34	2.774	0.0043	0.244 PCDH11X
SNOWBALL_018827	-1.34	4.962	0.0050	0.257 BDP1

SNOWBALL_039381	-1.34	2.120	0.0020	0.181
SNOWBALL_021372	-1.34	4.949	0.0059	0.270 ARFGEF2
SNOWBALL_043184	-1.34	2.060	0.0046	0.249
SNOWBALL_005273	-1.34	1.759	0.0047	0.249 ENSSSCG00000029015
SNOWBALL_010156	-1.34	6.714	0.0062	0.277 IREB2
SNOWBALL_001018	-1.34	5.956	0.0035	0.226 GALNT1
SNOWBALL_001839	-1.34	5.370	0.0023	0.196 ENSSSCG00000012603
SNOWBALL_001806	-1.34	7.167	0.0063	0.279 ATG4A
SNOWBALL_025609	-1.33	4.232	0.0059	0.270 CBL
SNOWBALL_031338	-1.33	4.513	0.0066	0.281 GOSR1
SNOWBALL_028770	-1.33	3.993	0.0046	0.249 LOC106505208
SNOWBALL_009636	-1.33	2.350	0.0027	0.205
SNOWBALL_044188	-1.33	2.341	0.0039	0.236
SNOWBALL_036731	-1.33	2.141	0.0040	0.237
SNOWBALL_011891	-1.33	5.967	0.0043	0.243 KIAA1109
SNOWBALL_004832	-1.33	1.727	0.0029	0.212 LOC100523897
SNOWBALL_031733	-1.33	3.695	0.0076	0.299 LMBRD2
SNOWBALL_024065	-1.33	4.734	0.0019	0.177 ORC4
SNOWBALL_039921	-1.33	5.295	0.0070	0.286
SNOWBALL_003055	-1.33	5.108	0.0025	0.200 FBXO34
SNOWBALL_047204	-1.33	4.101	0.0034	0.225
SNOWBALL_013952	-1.33	6.513	0.0059	0.270 FBXL3
SNOWBALL_026256	-1.33	5.066	0.0068	0.282 EIF1AX
SNOWBALL_023004	-1.33	5.780	0.0070	0.287 SMARCA1
SNOWBALL_026634	-1.33	6.142	0.0052	0.260 VGLL4
SNOWBALL_002554	-1.33	5.954	0.0059	0.270 VPS13C
SNOWBALL_029007	-1.33	3.495	0.0066	0.279 CCSAP
SNOWBALL_018051	-1.33	4.735	0.0018	0.175 DOCK10
SNOWBALL_019593	-1.33	6.171	0.0060	0.271 PRKAG2
SNOWBALL_030573	-1.33	3.592	0.0027	0.205 RPL9
SNOWBALL_017109	-1.33	4.191	0.0044	0.244 TAF5
SNOWBALL_032337	-1.32	3.438	0.0038	0.234 RPS6KA3
SNOWBALL_002253	-1.32	6.536	0.0030	0.214 MED23
SNOWBALL_001840	-1.32	4.718	0.0065	0.279 CUL4B
SNOWBALL_002506	-1.32	2.920	0.0029	0.211 TEX9
SNOWBALL_012756	-1.32	3.482	0.0039	0.236 CCDC15
SNOWBALL_005297	-1.32	6.193	0.0047	0.252
SNOWBALL_047012	-1.32	3.185	0.0068	0.282
SNOWBALL_006346	-1.32	7.370	0.0035	0.227 MCL1
SNOWBALL_007122	-1.32	6.747	0.0035	0.227 ITPR2
SNOWBALL_033398	-1.32	5.301	0.0067	0.281
SNOWBALL_012564	-1.32	5.765	0.0054	0.264
SNOWBALL_002377	-1.32	2.803	0.0069	0.283 HACE1
SNOWBALL_018221	-1.32	6.446	0.0052	0.261 CFLAR
SNOWBALL_035583	-1.32	3.880	0.0073	0.294 LOC102167139
SNOWBALL_033127	-1.32	4.057	0.0057	0.268
SNOWBALL_024442	-1.32	5.681	0.0038	0.235 AP3M1
SNOWBALL_036226	-1.32	3.609	0.0066	0.279
SNOWBALL_016122	-1.32	5.480	0.0037	0.233 PCNP
SNOWBALL_013061	-1.32	1.375	0.0025	0.200 ENSSSCG00000026696

SNOWBALL_011593	-1.32	4.626	0.0065	0.279 KLHL2
SNOWBALL_011824	-1.32	7.511	0.0042	0.241 EXOSC9
SNOWBALL_032540	-1.32	3.707	0.0037	0.234 KIF22
SNOWBALL_002443	-1.32	4.902	0.0033	0.222 HACE1
SNOWBALL_012395	-1.32	6.222	0.0059	0.270 RPS25
SNOWBALL_034862	-1.31	4.423	0.0068	0.282 SCOC
SNOWBALL_003215	-1.31	6.316	0.0069	0.284 LOC100154326
SNOWBALL_012740	-1.31	5.176	0.0027	0.205
SNOWBALL_002497	-1.31	4.710	0.0036	0.227 HDAC2
SNOWBALL_036205	-1.31	1.555	0.0040	0.238 ZC3H12C
SNOWBALL_028374	-1.31	4.701	0.0073	0.294 STRN
SNOWBALL_037817	-1.31	5.144	0.0042	0.242 LOC100622618
SNOWBALL_020656	-1.31	2.928	0.0064	0.279 RAB33A
SNOWBALL_014656	-1.31	6.385	0.0050	0.257 TADA2A
SNOWBALL_024758	-1.31	3.329	0.0039	0.236 TIAL1
SNOWBALL_012749	-1.31	7.864	0.0044	0.244 TMEM243
SNOWBALL_008996	-1.31	3.073	0.0064	0.279 FAM183A
SNOWBALL_019231	-1.31	7.156	0.0033	0.222 RBM39
SNOWBALL_021715	-1.31	5.003	0.0061	0.274
SNOWBALL_015297	-1.31	3.370	0.0076	0.300 CCDC13
SNOWBALL_022755	-1.31	6.616	0.0055	0.265 ACP5
hsa-mir-1263	-1.31	1.657	0.0057	0.268
SNOWBALL_030398	-1.31	2.838	0.0076	0.300 STAG2
SNOWBALL_026369	-1.31	6.085	0.0068	0.282 ACAT1
SNOWBALL_043360	-1.31	2.895	0.0071	0.289 LOC100156463
SNOWBALL_010728	-1.31	7.164	0.0068	0.282 PDE8A
SNOWBALL_018748	-1.31	7.628	0.0032	0.219 CNOT8
SNOWBALL_027853	-1.31	4.739	0.0036	0.228 STX17
SNOWBALL_015771	-1.31	5.847	0.0057	0.268 TATDN2
bta-mir-376a	-1.31	0.947	0.0035	0.226 MIR376A
SNOWBALL_043139	-1.31	3.014	0.0042	0.241
SNOWBALL_002817	-1.31	8.443	0.0051	0.260 CLPX
SNOWBALL_012500	-1.30	5.216	0.0064	0.279 C9H11orf57
SNOWBALL_028828	-1.30	3.558	0.0052	0.261 OGFRL1
SNOWBALL_025241	-1.30	7.692	0.0059	0.270 PNRC1
SNOWBALL_017047	-1.30	3.592	0.0045	0.246 ZNF32
SNOWBALL_023808	-1.30	2.328	0.0042	0.241 ESF1
SNOWBALL_035861	-1.30	5.091	0.0051	0.258 LRPPRC
SNOWBALL_030756	-1.30	3.565	0.0066	0.279 FAIM
SNOWBALL_020960	-1.30	6.039	0.0060	0.273 ATG2A
SNOWBALL_024340	-1.30	2.224	0.0063	0.279 ENSSSCG00000009895
SNOWBALL_045248	-1.30	2.617	0.0043	0.244
SNOWBALL_011343	-1.30	4.792	0.0058	0.269 ENSSSCG00000008827
SNOWBALL_001846	-1.30	7.843	0.0075	0.298 LAMP2
SNOWBALL_026100	-1.30	6.229	0.0075	0.298 TCP11L1
SNOWBALL_026466	-1.30	7.682	0.0063	0.279 RNF13
SNOWBALL_013034	-1.30	6.551	0.0066	0.279 SRGAP2
SNOWBALL_039297	-1.30	2.139	0.0044	0.244
SNOWBALL_030434	-1.30	5.701	0.0064	0.279 LOC100622702
SNOWBALL_007151	-1.29	6.335	0.0059	0.270 IPO8

SNOWBALL_009589	-1.29	2.533	0.0072	0.293 SCGN
SNOWBALL_011820	-1.29	5.970	0.0059	0.270 ELF2
SNOWBALL_040870	-1.29	1.926	0.0047	0.251
SNOWBALL_028197	-1.29	2.143	0.0077	0.300 LOC100737565
SNOWBALL_034180	-1.29	2.701	0.0056	0.266
SNOWBALL_007165	-1.29	5.154	0.0074	0.295 ENSSSCG00000000529
SNOWBALL_023700	-1.29	6.849	0.0048	0.254 RBM39
SNOWBALL_045659	-1.28	2.611	0.0040	0.237
SNOWBALL_030028	-1.28	3.584	0.0071	0.289 ENSSSCG00000026382
SNOWBALL_007591	-1.28	5.909	0.0065	0.279 ZDHC17
SNOWBALL_000094	-1.28	1.930	0.0055	0.266 CD72
bta-mir-181a-1	-1.27	1.340	0.0062	0.278 MIR181A-1
SNOWBALL_003264	-1.27	5.541	0.0073	0.294 LOC106509176
SNOWBALL_003079	-1.27	5.552	0.0063	0.279 KLHL28
SNOWBALL_039070	-1.27	1.562	0.0064	0.279
SNOWBALL_006767	1.27	5.856	0.0051	0.259 RPS19BP1
SNOWBALL_038831	1.27	5.212	0.0067	0.281
SNOWBALL_019174	1.27	4.252	0.0074	0.295 MYLK2
SNOWBALL_009376	1.27	7.033	0.0060	0.270 PTPRF
SNOWBALL_027903	1.27	5.009	0.0065	0.279 DPF1
SNOWBALL_034482	1.28	5.562	0.0063	0.279
SNOWBALL_024084	1.28	5.741	0.0065	0.279 FBRSL1
SNOWBALL_018940	1.28	10.864	0.0062	0.278 ENSSSCG00000020227
SNOWBALL_045880	1.28	1.873	0.0070	0.287
SNOWBALL_029431	1.28	3.800	0.0072	0.293 LOC100739038
SNOWBALL_005796	1.28	3.450	0.0076	0.300
SNOWBALL_018837	1.28	3.829	0.0052	0.261
SNOWBALL_026274	1.28	5.790	0.0055	0.266
SNOWBALL_039841	1.29	2.346	0.0073	0.294
SNOWBALL_039516	1.29	2.930	0.0074	0.295
SNOWBALL_008159	1.29	2.274	0.0070	0.286 PSP-I
SNOWBALL_037117	1.29	2.307	0.0069	0.283
SNOWBALL_023714	1.29	4.333	0.0052	0.260 GGT7
SNOWBALL_030801	1.29	4.307	0.0056	0.266 ABCB8
SNOWBALL_045403	1.29	2.232	0.0058	0.269 LOC100626202
SNOWBALL_025098	1.29	3.434	0.0066	0.279 SEMA3B
SNOWBALL_008420	1.29	5.317	0.0032	0.219 LIN7B
SNOWBALL_018447	1.29	5.035	0.0048	0.255 C15H2orf57
SNOWBALL_011800	1.29	7.615	0.0057	0.268
SNOWBALL_028696	1.29	3.741	0.0050	0.257
SNOWBALL_041363	1.30	2.801	0.0074	0.296 LOC100737722
SNOWBALL_019449	1.30	5.649	0.0063	0.279 ZNF831
SNOWBALL_011619	1.30	2.493	0.0074	0.295 EPHA5
SNOWBALL_026988	1.30	7.390	0.0075	0.296
SNOWBALL_010738	1.30	5.457	0.0062	0.278
hsa-mir-3181	1.30	6.332	0.0058	0.269
SNOWBALL_012799	1.30	6.890	0.0034	0.223 PVRL1
SNOWBALL_040178	1.30	3.650	0.0063	0.279 LOC106505150
SNOWBALL_012537	1.30	8.147	0.0072	0.293 SLC25A13
SNOWBALL_000468	1.30	5.321	0.0050	0.257 ZFP64

SNOWBALL_029370	1.30	5.778	0.0034	0.225
SNOWBALL_020076	1.30	6.306	0.0065	0.279 ENSSSCG00000012145
SNOWBALL_007870	1.31	6.909	0.0066	0.279 USP10
SNOWBALL_035233	1.31	4.372	0.0072	0.293
SNOWBALL_000739	1.31	1.830	0.0053	0.263
SNOWBALL_001063	1.31	5.448	0.0049	0.256
SNOWBALL_016660	1.31	5.317	0.0045	0.246 ZNRF3
SNOWBALL_031514	1.31	4.340	0.0038	0.234
SNOWBALL_006715	1.31	5.209	0.0050	0.257 CDPF1
SNOWBALL_037102	1.31	6.676	0.0056	0.266
SNOWBALL_001047	1.31	3.209	0.0057	0.268 ENSSSCG00000001232
SNOWBALL_024573	1.31	2.069	0.0067	0.281 LYST
SNOWBALL_016416	1.31	6.904	0.0076	0.300 ENSSSCG00000009848
SNOWBALL_023127	1.31	5.557	0.0065	0.279 GZMB
SNOWBALL_005306	1.31	6.701	0.0065	0.279 ENSSSCG00000008485
SNOWBALL_010294	1.31	4.100	0.0067	0.281 TCL1A
SNOWBALL_022349	1.31	2.081	0.0070	0.287
SNOWBALL_009989	1.31	4.595	0.0054	0.264 SPDEF
SNOWBALL_047313	1.31	4.743	0.0053	0.262 FAM168A
SNOWBALL_025815	1.31	9.063	0.0042	0.241 CDIPT
SNOWBALL_044278	1.31	2.812	0.0053	0.262 ELF4
SNOWBALL_015436	1.31	5.885	0.0034	0.225 CCDC51
SNOWBALL_014188	1.31	8.264	0.0053	0.262 SLC9A3R1
SNOWBALL_041801	1.31	2.844	0.0050	0.258
SNOWBALL_047546	1.31	6.022	0.0026	0.205 SLC25A37
SNOWBALL_009204	1.32	6.733	0.0041	0.241 MTRF1L
SNOWBALL_030867	1.32	3.318	0.0033	0.222
SNOWBALL_017831	1.32	8.609	0.0044	0.244 GORASP2
SNOWBALL_045907	1.32	4.162	0.0032	0.220
SNOWBALL_038494	1.32	2.769	0.0064	0.279
SNOWBALL_047832	1.32	3.769	0.0061	0.274 EGLN3
SNOWBALL_007827	1.32	4.144	0.0066	0.279 MIRLET7I
SNOWBALL_013358	1.32	6.074	0.0060	0.272
SNOWBALL_025375	1.32	5.669	0.0055	0.266
SNOWBALL_001793	1.32	2.278	0.0032	0.220 BEX5
SNOWBALL_001284	1.32	6.370	0.0067	0.281 NELFE
hsa-mir-1208	1.32	3.039	0.0067	0.281
SNOWBALL_004890	1.32	8.495	0.0057	0.268 CARHSP1
SNOWBALL_012309	1.32	6.716	0.0062	0.277 AQP11
SNOWBALL_010803	1.32	7.072	0.0059	0.270 FOXA1
SNOWBALL_002238	1.32	3.420	0.0015	0.163 GABRR1
SNOWBALL_039035	1.32	8.420	0.0071	0.289
SNOWBALL_041545	1.32	9.926	0.0075	0.296
SNOWBALL_016279	1.32	5.628	0.0043	0.244
SNOWBALL_012322	1.32	3.486	0.0044	0.244 CXCR5
SNOWBALL_023132	1.32	4.788	0.0068	0.282 AGPAT4
SNOWBALL_014821	1.32	5.911	0.0052	0.261 UNC-6 NTN1
SNOWBALL_024709	1.32	2.103	0.0027	0.205 ZC3H12B
SNOWBALL_027447	1.32	4.514	0.0063	0.279
SNOWBALL_033018	1.33	1.704	0.0036	0.227 ESRRG

hsa-mir-133a-2	1.33	1.278	0.0039	0.236
bta-mir-3603	1.33	2.148	0.0022	0.192
SNOWBALL_023939	1.33	8.549	0.0046	0.249 GORASP2
SNOWBALL_025684	1.33	5.834	0.0023	0.197
SNOWBALL_037591	1.33	4.383	0.0027	0.205
hsa-mir-23b	1.33	6.354	0.0030	0.215
SNOWBALL_023668	1.33	3.940	0.0039	0.236 L3MBTL1
SNOWBALL_027893	1.33	3.609	0.0052	0.261
SNOWBALL_046527	1.33	4.354	0.0025	0.200
SNOWBALL_035302	1.33	7.403	0.0076	0.300
SNOWBALL_016872	1.33	3.753	0.0059	0.270 KCNIP2
SNOWBALL_001011	1.33	3.073	0.0033	0.222 PDPN
SNOWBALL_040940	1.33	5.542	0.0024	0.200
SNOWBALL_047032	1.33	2.182	0.0039	0.236
SNOWBALL_039387	1.33	3.384	0.0031	0.217
SNOWBALL_017918	1.33	4.876	0.0046	0.248 METAP1D
SNOWBALL_016564	1.33	5.972	0.0025	0.200 TRMT2A
SNOWBALL_004792	1.33	7.731	0.0019	0.179 SLC9A3R2
SNOWBALL_011118	1.33	5.274	0.0035	0.227 ZFYVE21
SNOWBALL_005536	1.33	5.198	0.0041	0.241 ENSSSCG00000005895
SNOWBALL_037075	1.34	3.734	0.0070	0.287
SNOWBALL_034834	1.34	5.772	0.0049	0.256 CABLES1
SNOWBALL_029545	1.34	5.475	0.0044	0.244 MFNG
SNOWBALL_047555	1.34	2.381	0.0020	0.181 LOC102163478
SNOWBALL_020913	1.34	6.484	0.0064	0.279
SNOWBALL_029117	1.34	3.736	0.0032	0.220 OLFM1
SNOWBALL_005087	1.34	6.731	0.0025	0.200
SNOWBALL_019808	1.34	5.445	0.0050	0.257 ARF5
SNOWBALL_016721	1.34	5.106	0.0031	0.217 ARVCF
SNOWBALL_020456	1.34	1.488	0.0044	0.244 ENSSSCG00000020209
SNOWBALL_023619	1.34	5.738	0.0033	0.222
SNOWBALL_030786	1.34	4.045	0.0065	0.279
SNOWBALL_033327	1.34	4.417	0.0041	0.241 NYNRIN
SNOWBALL_038028	1.34	4.667	0.0043	0.244 NYNRIN
bta-mir-1281	1.34	6.221	0.0058	0.269
SNOWBALL_013449	1.34	6.309	0.0062	0.278 MOB3B
SNOWBALL_013175	1.34	1.652	0.0042	0.241 APOBEC4
SNOWBALL_026003	1.34	4.948	0.0030	0.215 C13H21orf2
bta-mir-2432	1.34	1.919	0.0039	0.236
SNOWBALL_004249	1.34	7.263	0.0036	0.227 GET4
SNOWBALL_017105	1.34	3.165	0.0058	0.269 ENSSSCG00000023865
SNOWBALL_000074	1.35	3.684	0.0027	0.205
SNOWBALL_016442	1.35	6.095	0.0011	0.141 SH2B3
SNOWBALL_012746	1.35	9.513	0.0048	0.255 OAF
SNOWBALL_022743	1.35	4.443	0.0057	0.268 MYO9A
SNOWBALL_037755	1.35	3.679	0.0055	0.266 RNF130
SNOWBALL_026570	1.35	5.525	0.0022	0.189
SNOWBALL_002465	1.35	5.463	0.0030	0.215 RBPMS2
SNOWBALL_025627	1.35	7.099	0.0045	0.246 B4GALT1
SNOWBALL_025622	1.35	8.305	0.0029	0.212

SNOWBALL_003288	1.35	5.597	0.0014	0.162 TTC39B
SNOWBALL_022318	1.35	6.393	0.0034	0.225
SNOWBALL_001155	1.35	6.388	0.0024	0.200
SNOWBALL_030590	1.35	2.888	0.0046	0.249
SNOWBALL_023021	1.35	5.055	0.0074	0.294 DDIT3
SNOWBALL_037573	1.35	2.670	0.0025	0.200
SNOWBALL_034101	1.36	4.943	0.0009	0.128 MYO1C
SNOWBALL_019224	1.36	5.484	0.0015	0.165 GNRH2
SNOWBALL_024283	1.36	5.370	0.0015	0.163 KREMEN1
SNOWBALL_017499	1.36	2.034	0.0049	0.257 ENSSSCG00000019987
SNOWBALL_038077	1.36	2.116	0.0025	0.200
hsa-mir-654	1.36	1.977	0.0068	0.282
SNOWBALL_041677	1.36	2.858	0.0043	0.244
SNOWBALL_002121	1.36	5.208	0.0032	0.219 ESR1
hsa-mir-1298	1.36	1.381	0.0024	0.199
SNOWBALL_016106	1.36	6.074	0.0011	0.144 MX1
SNOWBALL_010274	1.36	7.183	0.0028	0.210 ACOT6
SNOWBALL_024667	1.36	8.147	0.0052	0.260
SNOWBALL_017386	1.36	1.440	0.0064	0.279 PCGF5
SNOWBALL_014350	1.36	5.296	0.0068	0.282 FTSJ3
SNOWBALL_003697	1.36	5.305	0.0028	0.207 ARPC5L
SNOWBALL_005580	1.37	8.120	0.0031	0.217 EXOSC4
bta-mir-411	1.37	1.951	0.0055	0.266
SNOWBALL_019709	1.37	7.410	0.0035	0.227 CREB3L2
SNOWBALL_032970	1.37	5.230	0.0056	0.266
SNOWBALL_044891	1.37	2.786	0.0024	0.198 GRAMD1B
bta-mir-2344	1.37	3.225	0.0067	0.281
SNOWBALL_039480	1.37	7.160	0.0044	0.244 SLC26A1
SNOWBALL_007513	1.37	1.881	0.0052	0.261 ENSSSCG00000020533
SNOWBALL_025056	1.37	4.410	0.0073	0.294 PRRT3
SNOWBALL_028751	1.37	5.791	0.0033	0.222 TRAPPC12
SNOWBALL_024528	1.37	1.861	0.0024	0.197 ZNF37A
SNOWBALL_005443	1.37	6.665	0.0013	0.159 SDC1
hsa-mir-665	1.37	3.878	0.0047	0.249
SNOWBALL_032491	1.37	3.520	0.0007	0.115
SNOWBALL_025614	1.37	7.945	0.0029	0.213 STEAP3
SNOWBALL_004828	1.37	7.396	0.0017	0.173 FAM195A
SNOWBALL_009466	1.37	6.415	0.0016	0.167 SLC22A23
SNOWBALL_020457	1.37	4.937	0.0012	0.149 MXRA5
bta-mir-885	1.37	5.686	0.0059	0.270 MIR885
SNOWBALL_026382	1.37	3.038	0.0042	0.241
SNOWBALL_015247	1.38	4.029	0.0035	0.226 FAM198A
bta-mir-92b	1.38	6.502	0.0020	0.182 MIR92B
mmu-mir-802	1.38	1.362	0.0042	0.241
SNOWBALL_001681	1.38	3.416	0.0012	0.147 ENSSSCG00000031040
bta-mir-219-1	1.38	4.552	0.0040	0.240 MIR219B
SNOWBALL_004236	1.38	7.450	0.0043	0.244 C3H7orf50
SNOWBALL_016177	1.38	5.659	0.0014	0.161 MIR885
SNOWBALL_016699	1.38	9.324	0.0033	0.222 SEC14L2
SNOWBALL_044843	1.38	6.343	0.0027	0.205

SNOWBALL_012143	1.38	4.330	0.0036	0.229 ENSSSCG00000014790
SNOWBALL_019938	1.38	1.404	0.0043	0.244 ENSSSCG00000020206
SNOWBALL_032042	1.38	1.819	0.0013	0.154
SNOWBALL_027228	1.39	6.674	0.0012	0.149
SNOWBALL_031401	1.39	3.061	0.0005	0.101
SNOWBALL_015105	1.39	5.929	0.0045	0.246 UNC-6
SNOWBALL_002404	1.39	6.021	0.0022	0.191 RWDD2A
SNOWBALL_017696	1.39	1.611	0.0064	0.279 DLGAP2
SNOWBALL_025273	1.39	6.965	0.0040	0.237 ENSSSCG00000022404
SNOWBALL_024059	1.39	5.827	0.0042	0.241 GPR39
SNOWBALL_004327	1.39	2.592	0.0044	0.244 LOC102164877
SNOWBALL_000932	1.39	3.015	0.0033	0.222 LOC100511326
SNOWBALL_008290	1.39	4.157	0.0027	0.205 LENG9
SNOWBALL_047704	1.39	6.723	0.0054	0.263 RBM47
SNOWBALL_016808	1.39	4.092	0.0009	0.124 FAM222A
SNOWBALL_043777	1.39	4.153	0.0008	0.121
SNOWBALL_040633	1.39	3.360	0.0006	0.111
bta-mir-2371	1.39	1.367	0.0019	0.177
SNOWBALL_005131	1.39	3.219	0.0016	0.166 VIT
SNOWBALL_021527	1.39	5.158	0.0027	0.205 ENSSSCG00000025663
SNOWBALL_015712	1.40	2.246	0.0038	0.236 IL5RA
bta-mir-200b	1.40	2.134	0.0031	0.218 ENSSSCG00000024128
SNOWBALL_000083	1.40	2.516	0.0055	0.266
SNOWBALL_007634	1.40	4.683	0.0035	0.226 ENSSSCG00000000747
SNOWBALL_003243	1.40	6.499	0.0013	0.154 PARP16
SNOWBALL_015843	1.40	7.106	0.0007	0.117 B3GALT5
SNOWBALL_045333	1.40	3.181	0.0009	0.131
SNOWBALL_040967	1.40	3.594	0.0006	0.114
SNOWBALL_015768	1.41	3.525	0.0031	0.217 CLSTN2
SNOWBALL_013502	1.41	7.788	0.0019	0.179 B4GALT1
SNOWBALL_025936	1.41	5.985	0.0005	0.101 ILK
SNOWBALL_044790	1.41	7.510	0.0036	0.229 SYVN1
SNOWBALL_041258	1.41	2.480	0.0020	0.181
SNOWBALL_026567	1.41	4.006	0.0005	0.101
SNOWBALL_021137	1.41	9.197	0.0040	0.237 TDH
SNOWBALL_031732	1.41	6.003	0.0005	0.104 EXD3
SNOWBALL_037183	1.41	4.601	0.0013	0.153
bta-mir-2376	1.41	1.636	0.0006	0.111
SNOWBALL_010014	1.41	7.216	0.0027	0.205 POLH
SNOWBALL_026039	1.41	6.289	0.0015	0.165 MRPL45
SNOWBALL_025031	1.41	5.871	0.0004	0.096 EXTL3
SNOWBALL_008816	1.41	4.047	0.0011	0.144 CABYR
SNOWBALL_023167	1.42	3.183	0.0008	0.121 CD1E
SNOWBALL_014298	1.42	5.601	0.0014	0.160 DCAKD
SNOWBALL_031164	1.42	2.479	0.0018	0.175 LOC100625164
SNOWBALL_035016	1.42	2.629	0.0005	0.100
SNOWBALL_004857	1.42	7.615	0.0021	0.182 ANKS3
SNOWBALL_010122	1.42	1.678	0.0006	0.112 CRISP1
SNOWBALL_015926	1.42	3.477	0.0014	0.160 FAM3B
SNOWBALL_045426	1.42	5.939	0.0002	0.065 PER3

SNOWBALL_020051	1.42	3.599	0.0015	0.164 TCEANC
SNOWBALL_011390	1.42	7.263	0.0021	0.184 RBM47
bta-mir-453	1.43	4.772	0.0025	0.200
SNOWBALL_003840	1.43	3.518	0.0014	0.160 PRDM12
SNOWBALL_017677	1.43	7.413	0.0015	0.162 GPR39
SNOWBALL_019363	1.43	2.575	0.0019	0.179 ENSSSCG00000018845
SNOWBALL_005213	1.43	7.681	0.0004	0.089
SNOWBALL_012231	1.43	6.274	0.0003	0.086 LOC100738084
SNOWBALL_015229	1.43	3.651	0.0006	0.109 ENSSSCG00000011268
SNOWBALL_035824	1.44	3.433	0.0004	0.090
mmu-mir-701	1.44	1.454	0.0008	0.120
SNOWBALL_018767	1.44	2.904	0.0013	0.156 GABRA1
SNOWBALL_047512	1.45	3.972	0.0007	0.115
SNOWBALL_014707	1.45	4.652	0.0010	0.138 SGCA
SNOWBALL_023421	1.46	6.173	0.0017	0.173 MMP7
SNOWBALL_024285	1.46	6.232	0.0004	0.099 ZNRF3
SNOWBALL_026827	1.47	4.048	0.0002	0.075
SNOWBALL_012032	1.47	5.158	0.0002	0.068 ARFIP2
SNOWBALL_023400	1.47	5.134	0.0006	0.115 BYSL
SNOWBALL_014952	1.47	5.256	0.0007	0.117 COX10
bta-mir-665	1.47	5.362	0.0009	0.124
SNOWBALL_014788	1.47	1.603	0.0002	0.067 ENSSSCG00000018170
SNOWBALL_010901	1.48	4.975	0.0004	0.099 SLC41A3
SNOWBALL_015928	1.48	1.540	0.0003	0.083 ENSSSCG00000019913
hsa-mir-220c	1.48	5.415	0.0003	0.086
SNOWBALL_006183	1.48	1.332	0.0002	0.072 ENSSSCG00000019445
SNOWBALL_026619	1.48	3.296	0.0018	0.176
SNOWBALL_000975	1.49	7.087	0.0001	0.054 DNAJA2
SNOWBALL_031400	1.49	5.139	0.0002	0.065 TNFRSF19
SNOWBALL_021042	1.50	5.072	0.0013	0.154 SLC7A9
SNOWBALL_014647	1.50	3.896	0.0002	0.069 GSDMA
SNOWBALL_013129	1.50	4.525	0.0011	0.144 LOC102166466
SNOWBALL_025338	1.50	6.242	0.0009	0.124
bta-mir-2383	1.50	5.548	0.0004	0.089
SNOWBALL_010582	1.50	5.744	0.0006	0.115 EGLN3
SNOWBALL_024870	1.50	3.082	9.33E-05	0.045 KCNIP2
hsa-mir-622	1.52	5.472	0.0004	0.096
hsa-mir-4252	1.52	4.473	0.0003	0.087
SNOWBALL_000160	1.54	8.199	6.44E-05	0.042 PDK2
SNOWBALL_009881	1.56	5.526	0.0001	0.056 KCNK5
mmu-mir-1193	1.56	3.934	9.28E-05	0.045
hsa-mir-4304	1.58	4.876	0.0002	0.069
SNOWBALL_013601	1.60	2.581	0.0002	0.068 ENSSSCG00000020151
SNOWBALL_006697	1.61	4.312	3.13E-05	0.030 CELSR1
SNOWBALL_006991	1.61	6.813	2.53E-05	0.028 ITGA5
mmu-mir-1964	1.62	4.385	9.88E-05	0.046
SNOWBALL_005621	1.63	5.038	1.73E-05	0.024 SYBU
SNOWBALL_030212	1.63	7.234	8.93E-05	0.045
SNOWBALL_004677	1.63	6.253	1.93E-05	0.024 TBL3
SNOWBALL_022900	1.65	6.134	1.17E-05	0.020 CLDN3

SNOWBALL_022577	1.65	4.088	5.46E-05	0.039 LOC106508719
SNOWBALL_000565	1.65	5.249	8.20E-05	0.044 GNAS
hsa-mir-219-1	1.67	2.929	4.89E-06	0.014
SNOWBALL_000187	1.75	5.920	5.56E-06	0.014 RNF43
SNOWBALL_026023	1.76	3.267	2.30E-05	0.027
SNOWBALL_023059	1.84	2.343	5.86E-06	0.014
SNOWBALL_026778	1.87	5.411	1.76E-06	0.010 SLC7A9

Supplementary Table 2. Composition and chemical analysis of the diet used in the study

Diet composition (g/kg)

Barley	385.4
Wheat	404.0
Soya	175.0
Soya oil	10.0
Lysine HCl (78.8)	4.0
DL-Methionine	1.0
L-Threonine (98)	1.5
L-Tryptophan	0.0
Vitamin and mineral mix ¹	1.0
Natuphos 5000 FTU/g ²	0.1
Salt feed grade	3.0
Dicalcium phosphate	2.0
Limestone flour	13.0

Chemical analysis (g/kg dry matter)

Crude protein	205.4
Crude fibre	37.5
Crude ash	45.4
Ether extract	27.2
Digestible energy (MJ/kg) ³	16.0
Net energy (MJ/kg) ³	9.8

Amino acids (g/kg)

Lysine	11.1
Methionine	3.6
Methionine + cysteine	6.8
Threonine	7.5
Tryptophan	2.2

¹Premix provided per kg of complete diet: Cu, 15 mg; Fe, 24 mg; Mn, 31 mg; Zn, 80 mg, I, 0.3 mg; Se, 0.2 mg; vitamin A, 2000 IU; vitamin D₃, 500 IU; vitamin E, 40 IU; vitamin K, 4 mg; vitamin B₁₂, 15 µg; riboflavin, 2 mg; nicotinic acid, 12 mg; pantothenic acid, 10 mg; vitamin B₁, 2 mg; vitamin B₆, 3 mg.

²Phytase; 5000 FTU/g equal to 500 FTU per kg finished feed.

³Digestible energy and net energy were calculated from book values.

Diets were pelleted to 3mm diameter after steam conditioning to 50-55 °C.

Supplementary Table S3. Primers used in RT-qPCR to verify microarray results

Primer	Sequence	Annealing temperature	Amplicon length	Fragment type
Ssc_ITGA5_f	GGAGGCAGAATGTTTCAGGC	63°C	168	qRT-PCR
Ssc_ITGA5_r	TAGGGCATCTTCAGGGCTTG			
Ssc_ITGA5_f	AGGGTCACAGGACTCAGCAAC	63°C	444	Standard
Ssc_ITGA5_r	CACGAGGATGGCTAGGATAATG			
Ssc_NR1H4_f	TGACTCAAGAAGAATACGCTCTGC	60°C	120	qRT-PCR
Ssc_NR1H4_r	TTTGTAGCACCTCAAGCAGTGG			
Ssc_NR1H4_f	CGAAAGAGTGGTATCTCCGATG	60°C	339	Standard
Ssc_NR1H4_r	GAGAAGCGGGGTAACTTGTG			
Ssc_SLC1A4_f	TCTCTTTGATCCTGGCTGTGG	60°C	107	qRT-PCR
Ssc_SLC1A4_r	CTTCTGGTTCAGGTGGTGGAG			
Ssc_SLC1A4_f	CTCACCATCGCCATTATCCTG	60°C	573	Standard
Ssc_SLC1A4_r	CTGGAGGGCGTGATTACAAAC			
Ssc_SLC7A9_f	CGCTATAAGTTCGGATGGGC	60°C	108	qRT-PCR
Ssc_SLC7A9_r	CTGAGCTTGTTACTCTGGCGG			
Ssc_SLC7A9_f	CCCCTGCCATCATCTTTCAC	60°C	489	Standard
Ssc_SLC7A9_r	AGGAAGAAATAGCCACAAATACTGC			
Ssc_SQLE_f1	TGTGAATGTCCTTGCTCAGG	60°C	196	qRT-PCR
Ssc_SQLE_r1	GGCATAGACTGCAACAGCAA			
Ssc_SQLE_f2	GGGCATCCCTGACCTTTATG	60°C	565	Standard
Ssc_SQLE_r2	TTCAAAAACAAATCAATCCCAATC			
Ssc_RPL10_f	CTGTGTTTCGTCTTTTCTTCC	60°C	199	qRT-PCR
Ssc_RPL10_r	TCATCCACTTTTGCCTTCT			
Ssc_RPL32_f	AGCCCAAGATCGTCAAAAAG	60°C	165	qRT-PCR
Ssc_RPL32_r	TGTTGCTCCCATAACCAATG			

ITGA5 – Integrin, Alpha 5; *NR1H4* – Nuclear Receptor Subfamily 1 Group H Member 4; *SLC1A4* – Solute Carrier Family 1 Member 4; *SLC7A9* – Solute Carrier Family 7 Member 9; *SQLE* – Squalene Epoxidase; *RPL10* – Ribosomal protein 10; *RPL32* – Ribosomal protein 32

How the deposited data were processed for this re-analysis (not part of the article)

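Liver samples were taken at day 140 from 24 pigs of divergent RFI, of which 12 were hybridized, 6 per class by the sample labels and 3 of each sex within a class. The authors scanned the arrays with GCOS 1.1.1 and normalized the intensities by RMA in R 3.2.3, which corrects the background, equalizes the distributions over all arrays and gives 1 log2 value per probe set. The values used here are those of all 47845 probe sets, with 1 array per pig and none pooled. The mean of each probe set in Table S1 was met within 0.0005. Array medians lay between 3.48 and 3.53, and correlations between arrays, taken across probe sets, between 0.976 and 0.985. Precision is set by the 6 pigs of each class, since arrays have no depth. The median standard error of a called difference was 0.14.

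All comparisons were made in R 4.3.3 with limma 3.58.1, with RFI class as the only factor, and the variance of each probe set was moderated. Storey's q-value used a smoothed estimate of the unchanged share over lambda from 0.05 to 0.90 in steps of 0.05, and a probe set was called at q under 0.30. Before the test, probe sets in the lowest 10% of SD over all pigs or in the highest 10% of SD within either class were left out. The methods leave open over which probe sets these percentiles are taken. Here they were taken over all probe sets, by which 47 of the 803 probe sets of Table S1 were not called, and 5 other readings were tried after the data were seen. One of these, with the class percentiles taken after the first step, had first been used and called 821 probe sets. It was replaced because it had been picked for holding every probe set of Table S1. The sample labels give neither litter nor sibling, so pairs did not enter the model. Sex was tested as a difference with RFI class as a covariate, and as an interaction with RFI class.

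Genes were named from the platform annotation, which names 26426 probe sets, each with a single symbol. Of the other 21419, those that Table S1 names took its name outside the gene lists. The rest are unnamed here, not without a gene. For gene lists, each gene was represented by the probe set of highest mean among those that the platform annotation names. Calls through its other probe sets are not counted, and a brighter probe set named only by Table S1 does not stand for the gene. The 29 pathway and 10 cell marker lists held 734 genes, 617 of them named on the array. List members were counted at q under 0.30 and again at a p under 0.30 after Benjamini-Hochberg adjustment over the list alone. Lists were also compared with all other genes by camera in limma without the filter on SD, with a preset correlation of 0.01 and, as an alternative, an estimated one, and tested alone by fry. The genes named in the text are those that the paper names, through its own probe sets where it gives them, the 10 symbols with the largest fold change in each direction among those called, up to 4 called members of each list, and the housekeeping genes RPL10 and RPL32. The lists, this rule, the main tests and most alternatives were fixed before the data were examined, but after the paper and its Table S1 had been read. The reading of the filter on SD is an exception, since the one used here replaced another after results had been seen. Tests chosen only after a result was seen are named where they are reported.

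These alternatives changed the filter, the threshold, the covariates, the weighting of arrays, the variance model and the scaling, used males or females only, or left out 1 pig at a time. Alternatives chosen after seeing the data were the 5 readings of the filter, a block for pairs assumed from the numbers of the pigs, and a covariate for the background of probe sets with a GC count of 17 to 24, a range chosen after seeing which background probe sets differed. The pigs were regrouped in 100 splits, the real one included. The filter was tested on simulated data of 6 against 6 pigs in 20 runs per setting. The fasting score of a pig is its mean standardized value over genes induced by fasting minus that over genes induced by feeding. The clock score is the mean over clock genes of the ARNTL phase minus that over genes of the DBP phase. Exact permutation tests, two-sided, compared scores and control probe sets between the classes, and correlations across pigs were tested by 1e+05 permutations within classes. Dixon's test with a critical value of 0.625 was used to find pigs far from their class. RT-qPCR values and raw intensities were not used here.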

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

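Of the tests in this part, the regrouping of the pigs for the number of calls, the shorter list of tests and the position of pig P317 were chosen only after the result was seen, as were the covariate and the GC range of the background.

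The number of probe sets called between the RFI classes, 952, is the first pattern. Chance cannot be excluded, since 5 of 100 splits, the real one included, gave as many calls, and the highest other split gave 3237. That split exchanged pig P317, labelled high RFI, with pig P309, labelled low RFI, and its count, several times the real one, points to a structure of the samples. The filter on SD may add calls, because in simulated data without any change 1.70% of the kept probe sets had a p under 0.01 against 1.01% without the filter, a median of 102 probe sets was called against 0, and with 200 changed probe sets 64.9% of the calls were false against 29.8%, so that q under 0.30 is no bound on the false share with this filter, while a shorter list of tests alone gave 9 calls and 0 of 9 hybridization controls had an exact permutation p under 0.05. The background of GC-rich probe sets cannot be told apart from the difference between the classes. Each pig was given its median position between the class means over the probe sets called without it. Across the 12 pigs within classes, the background and this position had r = -0.637 (permutation p = 0.0516) and rho = -0.511 (permutation p = 0.0993). Without the 2 farthest pigs, r was -0.128 (permutation p = 0.751). With the background as a covariate, 39 probe sets were called. The median size of the 952 differences then fell from 0.43 (SD 0.09) to 0.36 (SD 0.15), and the median standard error rose from 0.14 to 0.17. A difference in RFI stays open beside these.

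Genes induced by fasting and genes of the clock form the second pattern. PDK4 was called without the filter on SD, with a log2 difference of 1.02, a signal outside the genes that the paper discusses. The fasting score averaged 0.679 (SD 1.21) in pigs labelled low RFI and -0.679 (SD 1.26) in pigs labelled high RFI (exact permutation p = 0.0909), and the clock score 0.583 (SD 1.01) and -0.583 (SD 0.838, exact permutation p = 0.0606). The clock score holds CLOCK and PER3, picked by the study on the same pigs, so it is not independent evidence. These tests did not take sex into account. In males, the fasting score was -0.65 to 1.10 in pigs labelled low RFI and -1.935 to -0.81 in those labelled high RFI. In females it was -0.02 to 2.26 and -0.96 to 1.27. G6PC, a gene of the fasting score, had 12.48 in females and 11.15 in males. A difference in the time since the last meal or in the time of slaughter may underlie both and cannot be told apart from RFI, since the paper gives feed ad libitum and sampling under postprandial conditions but no times, and the scores were correlated within classes with r = 0.388 (permutation p = 0.234) and rho = 0.420 (permutation p = 0.202), and r = 0.244 (permutation p = 0.528) without the 2 farthest pigs. A difference in feeding behavior between the RFI classes was not tested.

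The third pattern is pig P317, labelled high RFI, without which 3543 probe sets were called. Over the probe sets called without it, on a scale with 0 at the mean of the other pigs labelled high RFI and 1 at the mean of pigs labelled low RFI, its median position was 0.882. A wrong class label of this pig is a candidate explanation, but pigs P301 at 0.535 and P318 at 0.464 and all pigs labelled low RFI, from 0.357 (pig P324) to 0.691 (pig P308), also lay between the class means, while the other pigs labelled high RFI lay at 0.0776 to 0.196. In SQLE (8.47) and PER3 (6.42), pig P317 lay on the side of its own class, and in ITGA1 (4.77) and SLC7A9 (4.74) nearer to the mean of the other class. Genes called with this pig counted in its class favor its own side, so they cannot decide, and the explanation stays open. No biological explanation was tested.

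Single pigs lay far from the rest of their class in 12 of 198 groups of values, where 9.9 are expected by chance (1 in 20). These were PER3 in pig P317 (6.42, others 6.09 to 6.20), TXNIP in pig P318 (9.66, others 8.82 to 9.11), PIK3C2A in pig P303 (4.62, others 5.09 to 5.35) and GNAS in pig P307 (4.10, others 4.87 to 5.27). The others were ADAM10 in pig P324 (4.13, others 4.54 to 4.71), KCNK5 in pig P309 (4.78, others 5.21 to 5.40), IDH1 in pig P318 (8.71, others 8.89 to 8.99), KDM3A in pig P310 (4.31, others 3.66 to 3.72), ACACB in pig P308 (3.45, others 2.86 to 3.04), SLC27A3 in pig P308 (4.10, others 4.87 to 5.29), HP in pig P301 (12.95, others 13.36 to 13.54) and PDK4 in pig P323 (8.77, others 7.50 to 7.88).

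Among genes that the filter on SD left out and the paper does not discuss, RNF125 differed by 1.79, 2.02 and 1.81 through 3 probe sets, DNMT3B by -1.30 and the unnamed SNOWBALL_017613 by -1.41, all called without the filter in limma and named after their values were seen. Between the sexes, a comparison the paper does not report, 19 probe sets were called without the filter. Of 100 splits, the real one included, 2 gave as many (highest other 69), so chance is unlikely but not excluded for this count. The splits do not weigh single probe sets. SNOWBALL_037083 had 7.76 in females and 1.83 in males (q = 1.7e-09 from limma), and SNOWBALL_023078 had 7.21 and 1.98 (q = 1.7e-08). KDM6A had 2.15 and 4.50 through SNOWBALL_023193 (q = 3.2e-05), but 6.00 and 5.18 through SNOWBALL_020166 (q = 0.0169). For these, singled out after their values were seen, such q-values argue against chance.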

How the results depend on the processing

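The other readings of the filter, the block and the covariate of GC-rich background were chosen only after the result was seen. Counts are given as probe sets, gene list members and named genes, from 952, 39 and 97. They came to 15, 2 and 3 without the filter on SD, 17, 3 and 4 with only the lowest 10% of SD left out, 75, 9 and 27 at q under 0.05, and 71, 9 and 27 at a Benjamini-Hochberg adjusted p under 0.05. Probe sets and list members came to 4340 and 94 in males only, and females only gave 590, 18 and 30. Counts of 268, 19 and 37 were given by leaving out only probe sets of high SD in both classes, 24, 4 and 5 by the overall SD, and 39, 5 and 12 by the GC-rich background as a covariate. Leaving out 1 pig at a time gave 488 (without pig P303) to 3543 (without pig P317) probe sets, 25 (without pig P302) to 81 (without pig P317) list members and 54 (without pig P302) to 95 (without pig P317) named genes. The lists shifted by camera, 2, came to 0 with an estimated correlation, 4 with only kept probe sets (gluconeogenesis not among them), 0 by fry, and 2 to 6 (without pig P307) when 1 pig was left out. The difference between the sexes came to 19 without the filter. Some genes without a call reversed. In females only, ACACB differed by -0.059, CPT1A by 0.23, ELOVL1 by 0.12, IL6 by -0.18 and NR0B2 by 0.30, and in males only CPS1 by -0.034. ELOVL1 differed by 0.0061 with centred arrays and 0.0039 after quantile normalization, and HADHA by -0.016 with the covariate. When 1 pig was left out, CPT1A ranged from -0.41 to 0.12, ELOVL1 from -0.15 to 0.12, HP from -0.063 to 0.075, PPARA from -0.31 to 0.048 and SLC27A4 from -0.11 to 0.054. RPL32 ranged from -0.012 (without pig P310) to 0.073 (without pig P308). All 55 followed genes called kept their direction in every setting, and 2 stayed called without the filter and 10 with the covariate. The kept direction says little, since these genes were called on the same pigs that each setting used again. Fewer calls at stricter thresholds follow from the threshold. For the filter on SD, simulated data without any change had 1.70% of p-values under 0.01 against 1.01% without it. For the rest, the cause was not tested. The paper compares siblings of the same sex, and the numbers of the pigs set beside each pig labelled high RFI a pig labelled low RFI of the same sex 6 numbers above it. These assumed pairs as a replicate block, chosen after seeing the data, gave 1747, 51 and 100, with all 952 among the 1747, and 137, 12 and 21 without the filter on SD. APOA2, SLC2A2, CD36, CLDN5, CYP51A1, FDFT1, MSMO1 and SCP2 were called with the block, and 16 of the 55 with it and without the filter. The deviations from the class means correlated within pairs at 0.0308 to 0.200, in 2 of 6 pairs over 0.1. Of 12 pigs, 10 correlated best with their own partner, and none of the other pairings within sex (36 in all) had as high a mean correlation. This is a hint from the data, since neither labels nor paper give the pairs. In all 6 pairs the fasting score was higher and the GC-rich background lower in the pig labelled low RFI (exact paired permutation test, two-sided, p = 0.0312 for each). The clock score was higher in 5 of the 6 pairs (exact paired permutation test, two-sided, p = 0.0625). In this exact paired permutation test, p = 0.0312 is the smallest value that 6 pairs can give. The GC range was chosen after seeing which background probe sets differed, so its paired result is not independent evidence. Values near the lower end of the range, as for CD36, are limited by background.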

Differences from the paper's values

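The other readings of the filter were chosen only after the values were seen. For ITGA5, the paper gives a q-value of 0.028, and 0.0175 was found here. Among the alternatives set before the data were examined, the value lay within 1.5 times the paper's by the Benjamini-Hochberg adjustment, with trend and robust variances, with centred arrays, after repeated quantile normalization and without pig P304, P308 or P309, and in the others it did not. For SLC1A4, the paper gives 0.022, and 0.0136 was found. Here the settings were the Benjamini-Hochberg adjustment, females only, trend and robust variances, centred arrays, quantile normalization and the fits without pig P304, P309 or P323, and no others. For SQLE, the paper gives 0.004, and 0.00171 was found, with quantile normalization and the fit without pig P308 as the only such settings. Taking the class percentiles after the first step, a reading chosen after seeing the values that drops 0 of the paper's 803 probe sets, gave 0.0281, 0.0218 and 0.00420. It also called SLC7A9 through SNOWBALL_026778 with 0.0101, for which the paper gives 0.010, and INSR, HGF, PPM1A and DDIT3. This probe set of SLC7A9 was also called by leaving out only probe sets of high SD in both classes (with 605 of the 803 dropped) and by the block of assumed pairs without the filter (q = 0.269, with 716 dropped), both chosen after seeing the values. Taking the class percentiles first, likewise chosen after seeing the values, gave 0.0268, 0.0201 and 0.00313 and dropped 47.

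For the genes of the array, the paper counts 25024, and 13755 symbols were found in the platform annotation. None of the alternatives changes this number.

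In direction, all 803 fold changes of Table S1 are opposite in sign by the sample labels, with r = -0.99998 across probe sets, which are not independent replicates. After turning the sign, the largest difference in log2 size was 0.00552. On the turned scale, the paper's 511 negative and 292 positive fold changes stand beside 587 and 365 here. INSR, HGF, PPM1A and DDIT3 of Tables 3 and 4 were left out by the filter, while 66 of the 70 genes of Tables 3 to 5 were called. The paper states that SREBP-1c was unaffected, and SREBF1 was called through SNOWBALL_020913 with a log2 difference of -0.42 (q = 0.245), a probe set that its Table S1 lists without a gene name, while its brightest probe set was not (-0.27). The paper sees no altered inflammatory processes, and 4 of 18 inflammatory genes were called. Of these, REL, TLR4 and IL6ST are in its Table S1, and the list's camera adjusted p was 0.156, and 0.807 with an estimated correlation, while 0 of 7 acute phase proteins were in limma (0 at an unadjusted p under 0.05).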

Other observations

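The tests of the opposite signs and of the RNA processing genes in this part were chosen only after the result was seen. Genes of RNA processing were higher in pigs labelled low RFI, with 7 of 20 kept members called higher and 0 lower in limma (8 and 0 at an unadjusted p under 0.05), and 11 higher and 1 lower when adjusted over the list alone. INTS6, a subunit of the Integrator complex, had a log2 value of 5.68 ± 0.20 (SD, n = 6) and 5.12 ± 0.34 (SD, n = 6) in pigs labelled low and high RFI, a difference of 0.56 (SE 0.14, q = 0.0586). ZNF638 differed by 0.51 (q = 0.0928), the helicase DHX40 by 0.50 (q = 0.109) and the splicing regulator BCLAF1 by 0.49 (q = 0.0820). The list holds 14 genes that the study had picked on the same pigs. Its camera adjusted p was 5.4e-07, and 0.364 with an estimated correlation, and 0.310 by fry. The members may vary together between pigs of a class, as their mean correlation within classes was 0.185, where 95% of random lists lay below 0.0467.

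Among clock genes, CLOCK was higher and PER3, a repressor of the clock, lower, with 5.69 ± 0.17 and 6.19 ± 0.12 (SD, n = 6 per class), a difference of -0.51 (SE 0.12, q = 0.0519), and pig P317 apart at 6.42. Of 10 kept members, 1 was called higher and 1 lower, and 2 and 5 when adjusted over the list alone. COX10 of oxidative phosphorylation differed by -0.55 (q = 0.0917), 1 of 17 kept members, and RPS25 of the ribosome by 0.40 (q = 0.245), 1 of 10. MMP7, 1 of 4 cholangiocyte markers, differed by -0.55 (q = 0.134), and GMNN, 1 of 5 markers of proliferating cells, by 0.55 (q = 0.0917). In limma, 0 of 6 thyroid, 0 of 10 P450, 0 of 5 hepatocyte, 0 of 6 endothelial and 0 of 3 stellate cell genes were called, each with 0 at an unadjusted p under 0.05. Of 6 genes of the growth hormone axis and 4 erythroid markers, 0 were called in limma (1 of each at an unadjusted p under 0.05).

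Probe sets of microRNA were called more often than others, 53 of 814 kept (20 higher and 33 lower in pigs labelled low RFI), or 6.51% against 2.57% of the rest. The low level of these probe sets is argued against as the cause, since other probe sets matched for level gave a median of 1.72% and at most 3.44%. These draws were not matched for SD. The filter kept only 814 of 1858 microRNA probe sets, against 35844 of 47845 in all, so an effect of the filter was not separated. Without the filter on SD, 2.53% of microRNA probe sets had a p under 0.01 against 1.62% of the others, and none of the 53 was past q under 0.30 (lowest 0.374). The median level of the kept microRNA probe sets was 1.68, against 3.515 for the other kept ones. Among the 53, the mouse and the cow probe set of mir-181b-2 went opposite ways, by 0.62 (q = 0.0365 from limma) and -0.35 (q = 0.297). MIR142, singled out after its values were seen, differed by 0.64 (q = 0.0297), at means of 2.07 and 1.44 near the lower end of the array's range.

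Of the regroupings of pigs, 4 of 100, the real one included, gave as many called list members as the 39 found, with 57 in the highest other split. This leaves chance open, since the lists hold genes that the study had picked on the same pigs. Chance could not be excluded for the 2 lists shifted by camera (68 of 100, highest other 10). For sex, where 0 probe sets were called by limma (2112 at an unadjusted p under 0.05), and for its interaction with RFI class (0 and 1652), every one of 100 splits gives as many by necessity, so the splits decide nothing (highest other 92 and 8).

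The opposite signs were tested on Table S1. An exchange of some pigs would change the sizes of the differences, but these were met within 0.00552. All 803 signs were opposite, which is consistent with an exchange of the classes, or of the direction of the comparison, as a whole. Whether the labels or the paper's direction hold was not settled by the values analysed here.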
